# Hyperacute changes in blood mRNA expression profiles of rats after middle cerebral artery occlusion: Towards a stroke time signature

**DOI:** 10.1371/journal.pone.0206321

**Published:** 2018-11-15

**Authors:** Marie Dagonnier, William John Wilson, Jenny Margaret Favaloro, Sarah Susan Jane Rewell, Linda Jane Lockett, Stephen Andrew Sastra, Amy Lucienne Jeffreys, Helen Margaret Dewey, Geoffrey Alan Donnan, David William Howells

## Abstract

Stroke evolution is a highly dynamic but variable disease which makes clinical decision making difficult. Biomarker discovery programs intended to aid clinical decision making have however largely ignored the rapidity of stroke evolution. We have used gene array technology to determine blood mRNA expression changes over the first day after stroke in rats. Blood samples were collected from 8 male spontaneously hypertensive rats at 0, 1, 2, 3, 6 and 24h post stroke induction by middle cerebral artery occlusion. RNA was extracted from whole blood stabilized in PAXgene tubes and mRNA expression was detected by oligonucleotide Affymetrix microarray. Using a pairwise comparison model, 1932 genes were identified to vary significantly over time (p≤0.5x10^-7^) within 24h after stroke. Some of the top20 most changed genes are already known to be relevant to the ischemic stroke physiopathology (e.g. Il-1R, Nos2, Prok2). Cluster analysis showed multiple stereotyped and time dependent profiles of gene expression. Direction and rate of change of expression for some profiles varied dramatically during these 24h. Profiles with potential clinical utility including hyper acute or acute transient upregulation (with expression peaking from 2 to 6h after stroke and normalisation by 24h) were identified. We found that blood gene expression varies rapidly and stereotypically after stroke in rats. Previous researchers have often missed the optimum time for biomarker measurement. Temporally overlapping profiles have the potential to provide a biological “stroke clock” able to tell the clinician how far an individual stroke has evolved.

## Introduction

Stroke is one of the leading causes of death and of disability [1]. The most specific and biologically powerful treatment for acute ischemic stroke (IS) is thrombolysis with recombinant tissue plasminogen activator (rt-PA) given within the first 4.5 hours of onset [2, 3]. Unfortunately, thrombolysis is disappointingly underused. This is mainly because of uncertainty about diagnosis, time of onset and the perceived risks of cerebral bleeding these entail [4–7]. Even in specialized centers, these limitations mean that fewer than 15% of ischaemic stroke patients can generally be treated with thrombolysis [6, 8, 9].

We already use imaging biomarkers to assist in the clinical decision making process. Indeed, computerized tomography (CT) detection of bleeds is critical for rt-PA use [2, 10]. Penumbral imaging by CT and magnetic resonance imaging (MRI) are increasingly used to select patients likely to respond well to thrombolysis [11, 12]. To date biochemical biomarker studies have focused on confirmation of stroke diagnosis and particularly on differentiation between ischemic and hemorrhagic strokes [13–17]. Whilst some leads are promising none has yet provided a clinically useful biomarker. Lack of specificity and sensitivity limit safe clinical utility and rather surprisingly most measurements have been performed later than the clinically relevant thrombolysis time window [18–20].

Some measurements have been made early in the evolution of a stroke. Cytokine and chemokine expression change rapidly after a range of injuries including stroke [21–23]. Similarly, a number of general and ischemia specific stress response markers such as cortisol, hypoxia-inducible factors (HIFs) and oxidative stress markers such as glutathione S-transferase have been found to change rapidly after stroke [24–28]. However, little attention has been given to the possibility that the pattern of hyperacute changes in gene and protein expression in the blood might provide clinically useful information. This is surprising given the highly dynamic nature of stroke when speed of intervention is known to be critical for good outcome [3, 29, 30].

Systematic reviews have identified over 130 candidate stroke biomarkers selected for investigation primarily because of a known role for the molecule in stroke pathophysiology [18, 31]. However, recent estimates for the human genome have placed the number of genes we possess to be around 19,000 for protein-coding, and 1,500 for non-protein coding [32]. Therefore, stroke researchers have barely scratched the surface of the candidates available.

Because stroke is a highly dynamic but variable process and because previous researchers have largely ignored the rapidity with which changes might take place, we examined the hyperacute responses to stroke through the lens of blood gene-expression over the first 24 hours after stroke in rats. Our explicit goal was to identify profiles of change that could aid clinical decision making. We employed whole genome microarrays to permit an unbiased identification of blood-based RNA expression profiles occurring after stroke. Others have used this technology before [14, 27] but have not focused on the early changes after stroke. Specific acute stroke biomarkers acting as a stroke clock would be valuable in clinical practice to help identify increased numbers of stroke patients who could benefit from thrombolysis.

## Methods

### Ethical approval

This experiment was conducted in accordance with national guidelines (Australian code of practice for the care and use of animals for scientific purposes, 8^th^ edition, 2013). The use of animals (surgical and behavioural procedures) was prospectively approved by the Austin Health Animal Ethics Committee (Austin Health, Heidelberg, Victoria, Australia).

### Animals and induction of stroke

Transient stroke was induced by middle cerebral artery occlusion (MCAo) in eight male 16 week old spontaneously hypertensive rats (SHR). Anesthesia was induced by 5%, and maintained with 2%, isoflurane in a 50:50 O_2_:air mixture through a nose cone. Body temperature was maintained at 37.4°C throughout surgery via a rectal thermocouple and temperature control unit. Laser Doppler flowmetry (moorVMS-LDF, right-angled laser optic probe 0.8mm, MP5b, MoorLab, Devon, UK, coupled to iWORX, 308T, Dover NH, USA) was used to monitor cerebral blood flow (CBF) in the area 5mm lateral and 1mm posterior to bregma, within the MCA perfused cortex. MCAo was achieved using a silicon-coated thread (coating diameter 0.35mm and 2mm length), which was maneuvered through the internal carotid artery approximately 18mm until resistance was felt and a drop in CBF noted on Laser Doppler [33, 34]. All incisions were closed using silk sutures and the animals allowed to recover from anesthesia. Reperfusion under anesthesia was carried out 1.5 hours after vessel occlusion by withdrawing the thread into the external carotid stump and sealing it in place.

Behavioral testing for neurologic deficit was undertaken at 1, 1.5 (immediately prior to anesthesia for reperfusion), 2, 3, 6 and 24 hours post stroke induction using a 5-point scale modified from that of Petullo et al. [35].

At 24 hours post-occlusion, the rats were killed by isoflurane overdose and additional blood (see below) was collected from the heart by syringe. The brain was cut into 2mm slices using a rat brain matrix, and stained with 1% 2,3,5-triphenyltetrazolium chloride (TTC) in saline for 20 minutes (10 minutes each side), before fixation in 10% formalin. Digital images of the stained brain slices were captured on a flatbed scanner (2400dpi), and infarct volume measured using ImageJ. Infarct areas were converted to volumes by finding the average area of two sections and multiplying by the distance between the slices.

### Blood sampling

Animals were warmed briefly under an infrared lamp for approximately 10 minutes to facilitate dilation of the tail veins. Rats were firmly wrapped in a towel and blood collected from the lateral tail vein. Whole blood (250μl) was drawn from the lateral tail vein (1ml syringe, 26G needle) into 500 international units of heparin (500IU, Pfizer) at 0 (immediately before anesthesia induction), 1, 2, 3, and 6 hours post MCA occlusion. The 24 hour sample was taken by heart puncture immediately following anesthetic overdose. After mixing, the samples were centrifuged at 1100g for 10 minutes to separate the plasma and cells. About 150μl plasma was collected onto ice and transferred to -80°C within 15 minutes. Seven hundred microliters of PAXgene solution (collected from PAXgene blood tubes, PreAnalytiX, Qiagen/ BD) was added to the blood cell pellet, the sample mixed and left at room temperature for 10–30 minutes before storage at -80°C until RNA extraction.

### RNA and microarray processing

RNA was prepared from the whole blood cell pellets using the PAXgene Blood RNA Kit (PreAnalytiX #762174, Qiagen). The samples were randomized between 6 batches for workup in groups of 8. The manufacturer’s instructions were followed except in accommodating the 10-fold smaller volume of the initial blood samples, which were in 1.6ml microfuge tubes. The PAXgene pellet was washed in 1 ml of RNase-free water and the final RNA samples were eluted in 40 +20 μl buffer BR5. The RNA was quantitated on a Nanodrop ND-2000 (mean yield 6.9μg) and quality was assessed by the OD_260/280_ ratio (range 1.9–2.2). RNA was stored at -80°C.

Standard Affymetrix protocols were followed for cDNA synthesis, fragmentation and labelling of samples for the microarrays. Briefly, RNA amplification was undertaken with the Nugen Applause WT Amp System (system cat# 5500–24, Millenium Science) using 200ng RNA for the first strand synthesis. cDNA was purified with the Qiagen Min-elute Reaction Clean-up kit and the Encore Biotine module (NuGen) was used for fragmentation and labelling.

Samples were randomly hybridized to the GeneChip RatGene 1.0 ST arrays (Affymetrix, Santa Clara CA, USA; cat#9011730).

### Identification of existing candidate biomarkers

For comparison purposes, a systematic review was performed to identify papers claiming the utility of individual genes as candidate stroke biomarkers because of statistically significant changes reported in the manuscript. Those markers that only showed utility for stroke prognosis or when combined with a panel of other markers were not included in this list.

### Data analysis

Infarct volumes are presented as average ± standard deviation.

For gene expression, pairwise comparisons were made between neighboring time points of the experiment using linear models, and the resulting F-statistic was used to identify genes whose expression varied the most across the time course of the experiment. Models were constructed, and significance testing was performed using the R package *limma* [36]. The level of significance for gene expression change over time was initially set by using the traditional p-value of <0.05. However to reduce false positive discovery this was later set to a p-value of <5x10^-7^. Cluster analysis was performed using a Spearman correlation distance measure followed by a K-means clustering using the R function *kmeans* [36]. Gene expression data was averaged across the samples available for each time point, and mean centered so that similar clusters could be identified across different gene expression magnitudes. Heat maps were constructed using the R package *gplots* [37] and current gene annotations, including homolog identification and array coverage were obtained using the R package *biomaRt* [38].

For comparison of our data with other researchers’ candidate biomarker gene lists, data manipulation and analysis has been conducted in R.

## Results

### Animals

Stroke surgery was undertaken in 8 SHR rats. All animals were 16 weeks old and weighted 321±13g (range 305-342g) prior to surgery. Anesthesia duration required to induce MCAo was similar across animals (Average 50 minutes; range 41–69 minutes). Stroke was successfully induced in all animals, as evidenced by the development of behavioral deficits and a cerebral infarct at 24 hours post MCAo (Fig 1a and 1c). Average infarct volume was 205.76±45.79mm^3^. Damage consistently involved both the striatum and cortex (36.76±8.29mm^3^, 169.0±41.44mm^3^ respectively; Fig 1b).

**Fig 1:**
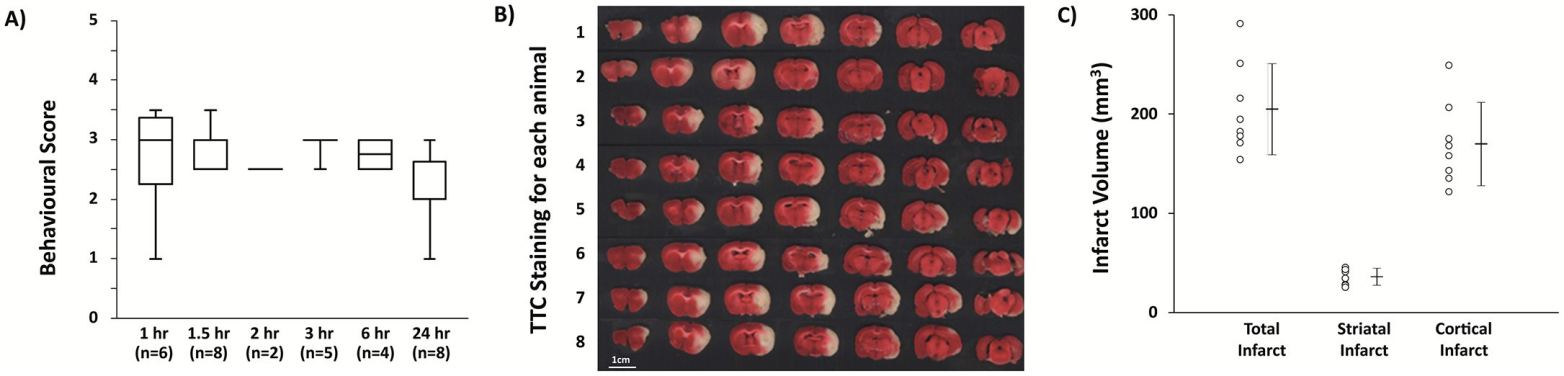
Successful induction of transient MCAo in the SHR. A) Total behavioral deficit score at different time points across the experiment. C) Total, cortical and striatal infarct volumes. Error bars are ± SD. B) TTC stained brain slices showing the extent of ischemic damage at 24 hours post stroke. Circles represent individual animals (1–8), line represents the average measurement.

### Blood samples

In all 8 rats, the 6 blood samples were collected except for one time point in one rat (6 hours post MCA occlusion in animal 3). 

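The blood mRNA data are from Affymetrix RaGene gene arrays, each hybridized with amplified cDNA made from the whole blood cell pellet of 1 blood sample. There were 8 arrays at each of 0, 1, 2, 3 and 24 hours post MCA occlusion and 7 arrays at 6 hours. The authors summarized each array to a log2 signal per probe set by RMA, which corrects the background, quantile normalizes the arrays and combines the probes of a probe set. Their table covers 27596 probe sets, of which 21406 carry a gene symbol. It gives the authors' mean and SD of each probe set at each time point, the fold change of each later time point from 0 h with its p-value and FDR, and the p-value and FDR of an F-test over the 6 time points, given in 2 sets of columns with the same values. The authors' means ranged from 2.29 to 13.6 on the log2 scale, with a median of 6.61 at 0 h. The median of the authors' deposited SDs over all probe sets was 0.14 at 0, 1 and 2 h, 0.16 at 3 h and 0.15 at 6 and 24 h. In the values reported here, the change of a gene is the authors' log2 mean at a time point minus that at 0 h, so that a change of 1 is a doubling. Over all probe sets the median change was 0.05 at 1, 2 and 6 h, 0.07 at 3 h and 0.04 at 24 h. The p-values and FDRs are the authors' own, and the table does not name the test behind them. As alternatives, the tests were computed again from the deposited means, SDs and array numbers, with and without moderation of the variance across probe sets. Values of single rats were not used here, so the repeated samples of a rat were not compared with each other. Blood was drawn from the tail vein up to 6 h and from the heart, after an anesthetic overdose, at 24 h. Time, site of collection and this overdose therefore changed together between these time points. The number of arrays per time point limits the precision of each mean.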

A total of 47 samples were therefore collected for biomarker analysis.

### Time responsive genes

Genes with expression varying the most over time were ranked by p-value of the F statistic, with a cut-off of 5x10^-7^. One thousand nine hundred and thirty-two genes reached this level of significance (S1 Table). 

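In the authors' deposited table, 1882 probe sets had a p-value of the F-test below this threshold. All 1932 probe sets of S1 Table were found in the table, and 1767 of them (91.5%) were among these 1882. The other 165 lay above the threshold, with an F-test p of at most 6.71e-06 and a rank of at most 2639 in the authors' deposited table. After adjustment for the false discovery rate over all 27596 probe sets, 10034 (36.4%) had an F-test FDR below 0.05 in the authors' deposited table. The count at the paper's threshold rose most, to 3872, when a moderated F-test was computed from the deposited means and SDs after each time point's means were centred on their median. With that moderated test and no centring, 1931 of the 1932 probe sets of S1 Table passed the threshold. Each of the 1932 probe sets had a largest change from 0 h above the highest of its 6 deposited SDs. The median ratio of the largest change to that SD was 3.73, and the ratio was over 3 in 1573 probe sets.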

The 20 most time responsive genes, their functional designation and overall expression are listed in Table 1. 

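Of these 20 genes, 13 had their largest change from 0 h as a rise and 7 as a fall. The rises ranged from 1.46 (Usp2 at 6 h) to 3.68 (Tgm1 at 6 h) on the log2 scale, and were largest at 2 h in 2 genes, at 3 h in 3 and at 6 h in 8. The largest changes of the 7 falling genes, Bank1, Fcmr, Cd79b, Cd79a, Ebf1, Ms4a1 and Igd, ranged from -2.02 to -2.56 and occurred at 2 h in 5 genes and at 3 h in 2. In all 20 genes the largest change was at least 5.37 times the highest deposited SD of that gene. The change at 24 h was smaller than the largest one in all 20, with a median of 28.9% of it (range 15.0% to 60.9%). Nos2 (probe set 10736312) lies on the minus strand of chromosome 10 of rn5, from 65421659 to 65456951. Its log2 mean rose from 7.77 at 0 h, with an authors' deposited SD of 0.23, to 10.38 at 3 h, with an authors' deposited SD of 0.16. This was a change of 2.61 at 3 h, which had returned to 0.68 at 24 h. For the change of Nos2 at 24 h, the FDR in the authors' deposited table was 6.14e-04. Ms4a1 (probe set 10728883) fell by 2.56 at 2 h and by 0.55 at 24 h, and its FDR at 24 h in the authors' deposited table was 0.025. Ranked by the F-test p of the authors' deposited table, 11 of the 20 genes were among the 20 lowest p-values, and the highest rank of the 20 was 40. These 11 became 12 with the moderated test on centred means and 8 with the moderated test without the 24 h samples, the lowest count of the alternatives.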

Their individual gene expression profiles over time are shown in Fig 2.

**Table 1:** Time responsive genes. Top 20 of the genes with expression varying the most over time (ranked by p-value of the F statistic, p<5x10-7). Genes presented with their p-value, probe ID, and brief gene description.

p-value	Probe ID	Gene Name	Description
1.83E-24	10722208	Mrgprx3	MAS-related GPR, member X3
6.23E-22	10736312	Nos2	nitric oxide synthase 2, inducible
1.5E-21	10826956	Bank1	B-cell scaffold protein with ankyrin repeats 1
3.55E-21	10763768	Fcmr	Fc fragment of IgM receptor
4.77E-21	10748273	Cd79b	Cd79b molecule, immunoglobulin-associated beta
9.45E-21	10707142	Ldhc	lactate dehydrogenase C
1.28E-20	10922816	Il1r2	interleukin 1 receptor, type II
1.39E-20	10909411	Usp2	ubiquitin specific peptidase 2
1.87E-20	10783880	Tgm1	transglutaminase 1
2.46E-20	10826703	LOC691931	hypothetical protein LOC691931
3.08E-20	10828832	Rab44	RAB44, member RAS oncogene family
3.41E-20	10705065	Cd79a	Cd79a molecule-like; Cd79a molecule, immunoglobulin-associated alpha
6.38E-20	10721261	Cd33	CD33 molecule
7.1E-20	10893918	Sbno2	strawberry notch homolog 2 (Drosophila)
7.34E-20	10732941	Ebf1	early B-cell factor 1
7.38E-20	10864433	Prok2	prokineticin 2
8.69E-20	10728883	Ms4a1	membrane-spanning 4-domains, subfamily A, member 1
1.5E-19	10823363	P2ry13	purinergic receptor P2Y, G-protein coupled, 13
1.73E-19	10810144	Rrm2	ribonucleotide reductase M2
1.84E-19	10892472	Igd	immunoglobulin delta heavy chain constant region

**Fig 2:**
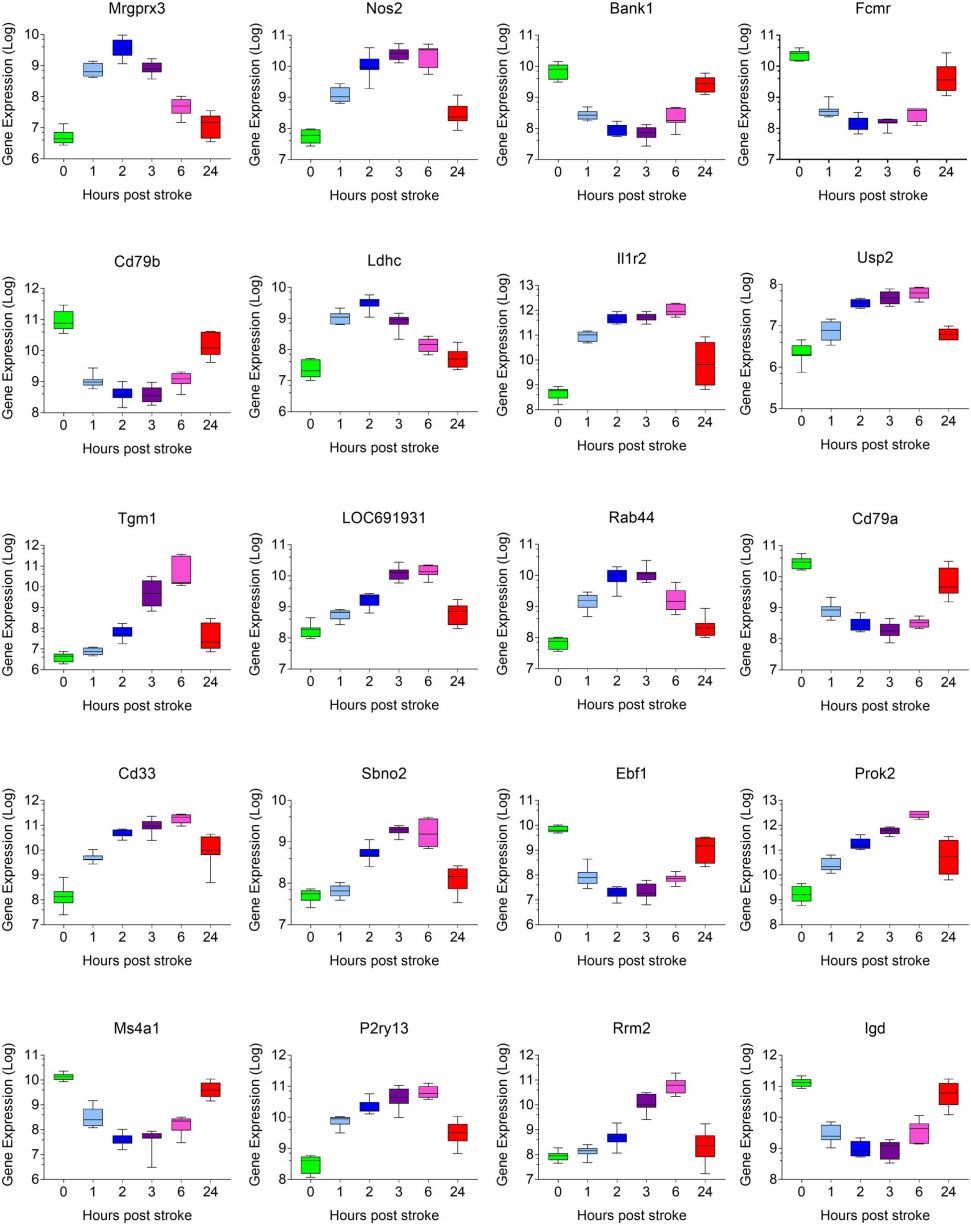
Individual gene expression over time of the 20 most time responsive genes.

### Patterns of gene expression after stroke

The cluster analysis identified 25 different patterns of gene regulation over time. Eight of them are illustrated here because of their potential clinical utility (Fig 3). 

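The lists of clusters A to G were matched to sheets of S2 Table, and hold 51, 223, 34, 109, 70, 6 and 79 probe sets with an ID, 572 in all. The copy of S2 Table used here holds 10 sheets, and cluster H was matched to none of them and was not analysed here. The members were grouped by their profiles in these same arrays, so the cluster means describe them and were not tested. The mean change of cluster A rose from 0.87 at 1 h to 1.25 at 2 h and returned to 0.86 at 3 h, 0.49 at 6 h and 0.21 at 24 h. All 51 of its probe sets were highest at 2 h. Cluster B rose more slowly, with a mean change of 0.49 at 1 h, 0.99 at 2 h, 1.20 at 3 h and 1.53 at 6 h, and 0.54 remained at 24 h, which is 35.1% of the 6 h value. In this cluster 206 of 223 probe sets were highest at 6 h. Cluster E fell in its mean from -0.49 at 1 h to -1.16 at 6 h, where 63 of its 70 probe sets were lowest, and stood at -0.68 at 24 h. Cluster G was lowest at 3 h, with a mean change of -1.03, and was at -1.01 at 2 h and -0.52 at 24 h. Cluster F, with 6 probe sets, did not turn back by 24 h: its mean change was -1.30 at 6 h and -1.42 at 24 h, and 4 of the 6 were lowest at 24 h. The median deposited SD within these clusters lay between 0.16 and 0.20. Using the median over a cluster's probe sets in place of the mean moved cluster B most, to 1.41 at 6 h.

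**Figure D1:**
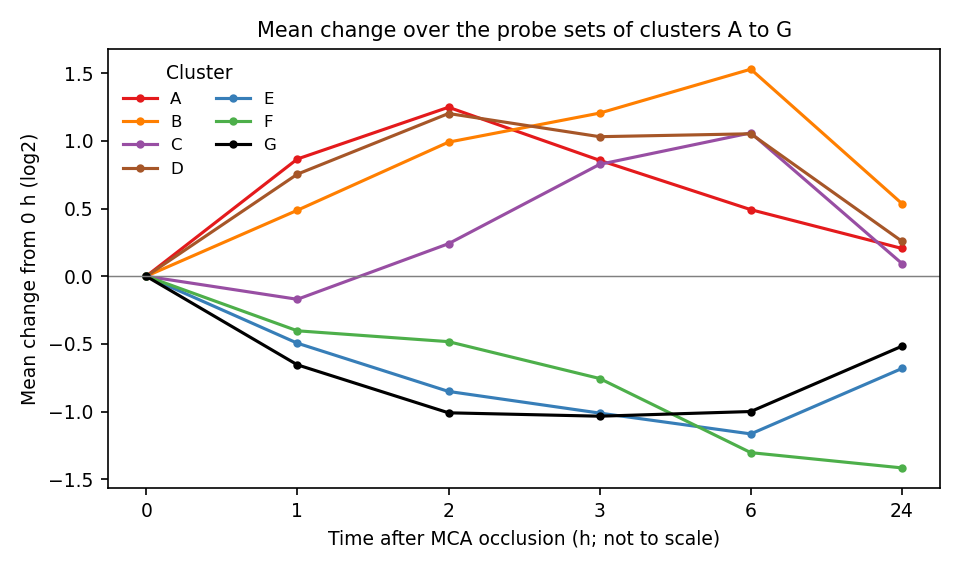
Mean change from 0 h (log2, vertical axis) over the probe sets of clusters A to G at each time after MCA occlusion (horizontal axis, not to scale), 1 line per cluster. Cluster A is highest at 2 h (1.25) and cluster B at 6 h (1.53), and cluster F is the only one of the 7 that is lowest at 24 h (-1.42).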

Lists of genes with clusters are shown in supplementary data (S2 Table).

**Fig 3:**
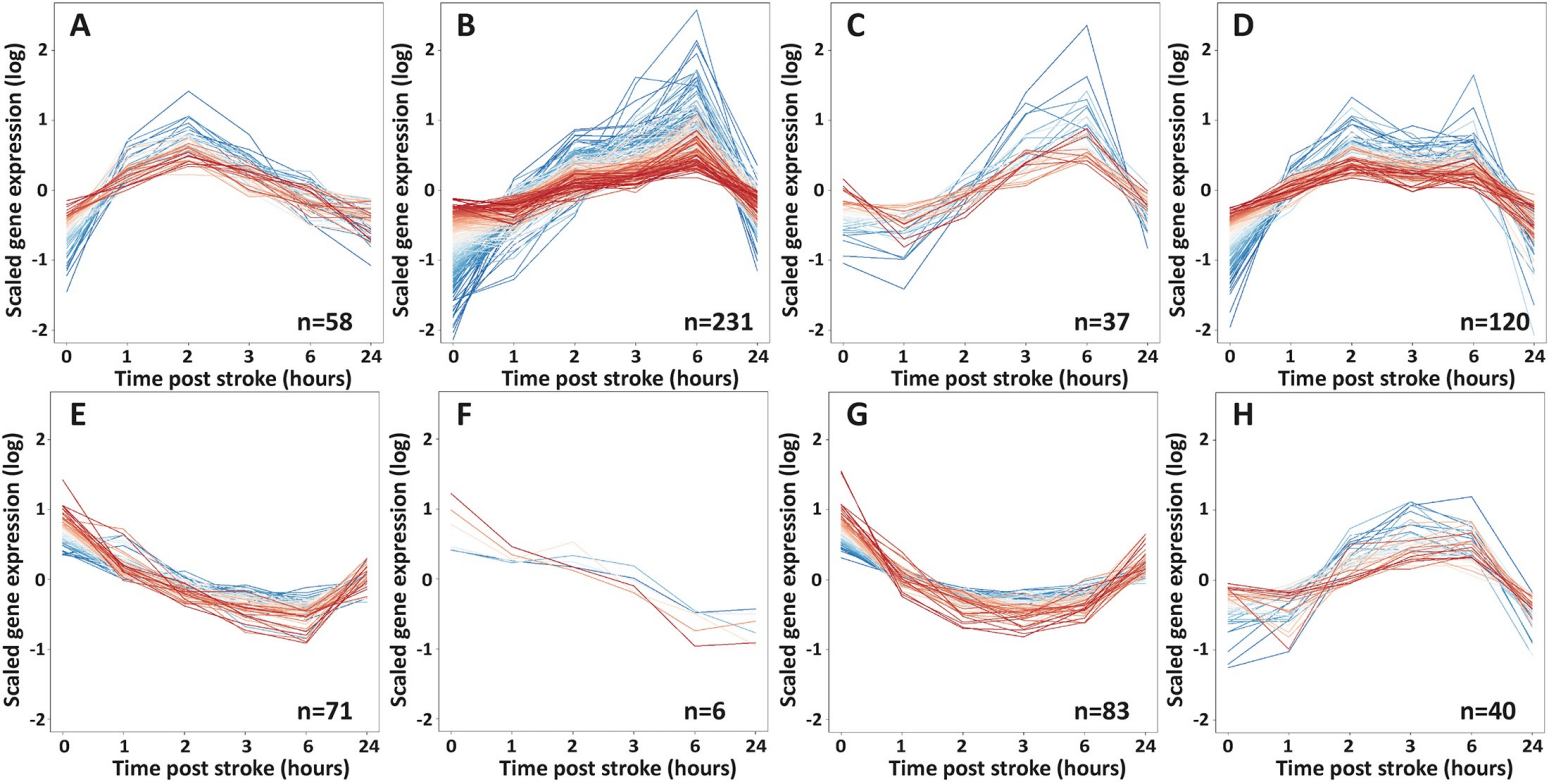
Gene expression clusters. Selected based on their clinically interesting profile. Gene expression values are scaled to the mean expression of 0 and expressed by color (genes highly expressed in red and genes with low expression in blue).

These patterns were described as follows:

- Cluster A (58 genes): hyperacute transient upregulation (with expression peaking at 2 hours after stroke with a trend to normalisation by 24 hours)
- Cluster B (231 genes): acute transient upregulation (with expression peaking at 6 hours after stroke then returning to the basal gene expression level by 24 hours
- Cluster C (37 genes): delayed transient upregulation (with unchanging expression for the first hour after stroke then increasing to 6 hours before a return to the basal gene expression level by 24 hours)
- Cluster D (120 genes): 2 peaks of transient upregulation (with a first peak of upregulation by 2 hours after stroke, a decrease of gene expression by 3 hours and a second peak at 6 hours then a return to the basal gene expression level by 24 hours)
- Cluster E (71 genes): progressive transient downregulation (gene expression slowly decreasing up to 6 hours after stroke then starting to return to the basal gene expression level by 24 hours)
- Cluster F (6 genes): progressive downregulation (gene expression slowly decreasing up to 24 hours after stroke)
- Cluster G (83 genes): transient steady downregulation (with expression decreased by 2 hours after stroke and staying to a low plateau up to 6 hours after stroke then starting to return to the basal gene expression level by 24 hours)
- Cluster H (40 genes): early change of regulation (with expression first decreased by 1 hour after stroke then increasing up to 3 or 6 hours after stroke and then returning to the basal gene expression level by 24 hours)

### Comparison with existing candidate biomarkers

Based on the published literature, a list of 73 candidate biomarkers was generated [13, 14, 16, 18, 27, 39–45] and reported in Table 2 using human nomenclature. The majority of this data comprised measurements made far beyond the stroke thrombolysis window. Of the 73 biomarkers listed, one was a protein dimer (Ddimer) and could not be represented by gene expression, and one was a metabolite (homocysteine) which was the result of a metabolic pathway involving several genes. Of the remaining molecules, if the name reported in the literature was different to the current gene annotation, then this was reported in parenthesis, and used to identify matches in our data. To be able to examine their expression levels in our rat data, the corresponding homologous genes were identified in rat if they existed.

**Table 2:** List of ischemic stroke candidate biomarkers based on published results. References: 1 Moore et al. Circulation 2005, 2 Tang et al. JCBFM 2006, 3 Barr et al. Neurology 2010, 4 Grond-Ginsbach et al. J Neurol 2008, 5 Lynch et al. Stroke 2004, 6 Adamski et al. Genomics 2014, 7 Oh et al. J Neuroimmunol 2012, 8 Barr et al. Biol Res Nurs 2014, 9 Lamers et al. Brain Res Bull 2003, 10 Hasan et al. Br J Clin Pharmacol 2012, 11 Laskowitz et al. Stroke 2009, 12 Turck et al. PlosOne 2012.

Molecule (alt name)	Ref	Molecule (alt name)	Ref	Molecule (alt name)	Ref
ACSL1	[7]	F5-1 (F5)	[2]	MMP9	[2],[3],[5],[7],[11]
ADM	[1],[6]	FCGR1A	[1]	NAIP (Naip6 in Rat)	[1]
APLP2	[1]	FOS	[1]	NDKA (NME1)	[12]
ARG1	[2],[3]	FPR1	[2]	NKG7	[7]
BCL6	[2]	FPRL1 (FPR2)	[4]	NPL	[1],[2]
BNP (NPPB)	[11]	GFAP	[9],[10]	NSE (ENO2)	[9]
BST1	[1],[6]	GNLY*	[7]	Nt-proBNP (NPPB)	[12]
C19orf59 (MCEMP1)	[7]	GST-π (GSTP1)	[12]	ORM1	[3]
C3AR1	[4]	HIST2H2AA3	[2]	P selectin (SELP)	[10]
CA4	[2],[3]	homocystein†	[10]	PDE4D	[4]
CCR7	[3]	HOX 1.11 (HOXA2)	[2]	PILRA	[1]
CD14-1	[1]	IL13RA1	[1]	PLBD1	[1],[6]
CD163	[1]	IL18R1	[7]	PYGL	[2],[6]
CD36	[1]	IL18RAP*	[7]	RNASE2	[2]
CD93	[1],[6]	IL1R2	[7]	S100A12	[2],[3],[6]
CKAP4	[2],[6]	IL1RN	[4]	S100A9*	[2],[6]
CRP	[10],[11]	IL6	[12]	S100B	[5],[9]
CSPG2	[3]	IL8*	[8]	S100P	[2]
CYBB	[1],[6]	IQGAP1	[3]	SDPR	[8]
Ddimer‡	[11]	KIAA0146 (SPIDR)	[1]	SLC16A6	[2]
DJ1 (PARK7)	[12]	LOC642103∞	[7]	TLR2	[1]
DUSP1	[1]	LTA4H	[1]	VCAM (Vcam1 in Rat)	[5]
ENTPD1	[1]	LY96*	[2],[3],[8]	VCAN	[1]
EOMES*	[7]	MBP	[9]	VonWillebrand factor (VWF)	[5]
ETS2	[1],[2]	MGAM*	[7]		

*Unavailable on Rat array

^†^A metabolism product, no encoding gene.

^‡^A protein, Fibrin degradation product.

^∞^ discontinued.

We then plotted (as a heat map) the mRNA expression profiles of these published biomarker candidates as detected within our experimental results against time post stroke in rats. This heat map highlighted that, for genes originally selected because of change at 24 hours, expression levels often began to change much earlier (1–3 hours) and indeed often exhibited greater change within this earlier window (Fig 4).

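The 59 probe sets of Table 3 were taken as the list of these candidates. In 47 of them (79.7%) the largest change at 1, 2 or 3 h was greater in size than the change at 24 h. Over all probe sets of the array this share was 82.0%. The largest of 3 changes exceeds a single one in most cases by chance, and all of these changes share the 0 h samples. In 10000 simulated draws of 59 unchanged genes with the deposited SDs and array numbers, 40.2 genes on average showed the same, and the central 95% of the draws ran from 33 to 47. Taken 1 time point at a time, the change was greater than that at 24 h in 28 genes at 1 h, 39 at 2 h, 41 at 3 h and 42 at 6 h. The simulated means for unchanged genes were 27.0, 26.4, 27.2 and 27.8, and the upper ends of the central 95% were 34, 34, 34 and 35. The simulation takes the arrays and the genes as independent, while the same rats were sampled at each time point and genes of a list can vary together, so the range that applies to these counts may be wider. The early change exceeded the 24 h change by more than the gene's highest deposited SD in 30 genes, and the reverse held in 3, which were Acsl1, Cd93 and Sdpr. Unchanged genes gave simulated means of 0.135 and 0.0223 for these counts. The median size of the change was 0.58 for the largest at 1 to 3 h and 0.27 at 24 h. In the authors' deposited table, the number of the 59 genes with an FDR below 0.05 against 0 h was 27 at 1 h, 37 at 2 h, 43 at 3 h, 39 at 6 h and 27 at 24 h. Adjusted over the list alone, these numbers were 27, 37, 45, 43 and 30 from the p-values of the authors' deposited table. Of the 48 genes past this FDR at 1, 2 or 3 h in the authors' deposited table, 23 were not past it at 24 h, while 2 were past it at 24 h only. The difference between the early and the 24 h change was not itself tested. Centring each time point's means on their median gave 48 genes with the greater early change, and quantile normalization of the means gave 46, the widest range of the alternatives.

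**Figure D2:**
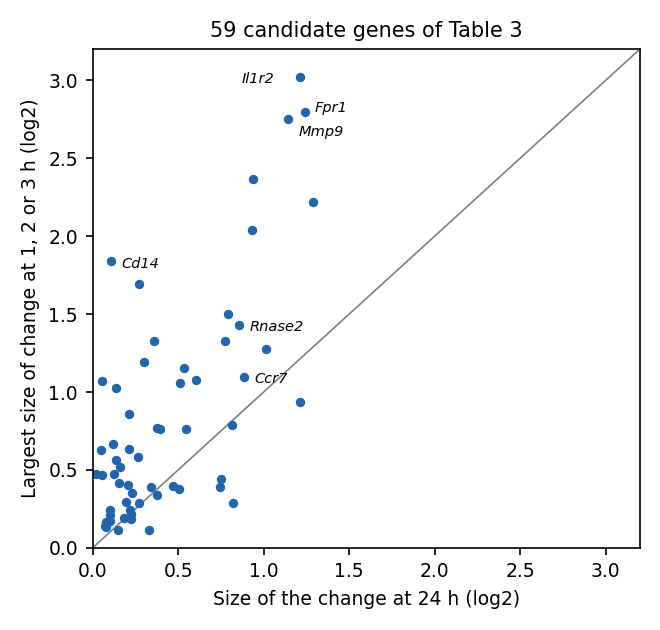
Largest size of the change from 0 h at 1, 2 or 3 h (log2, vertical axis) against the size of the change at 24 h (log2, horizontal axis), with 1 point for each of the 59 genes of Table 3 and a line of equal sizes. The points of 47 genes lie above the line, Il1r2 highest, at 3.02 for the early change and 1.21 for that at 24 h.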

**Fig 4:**
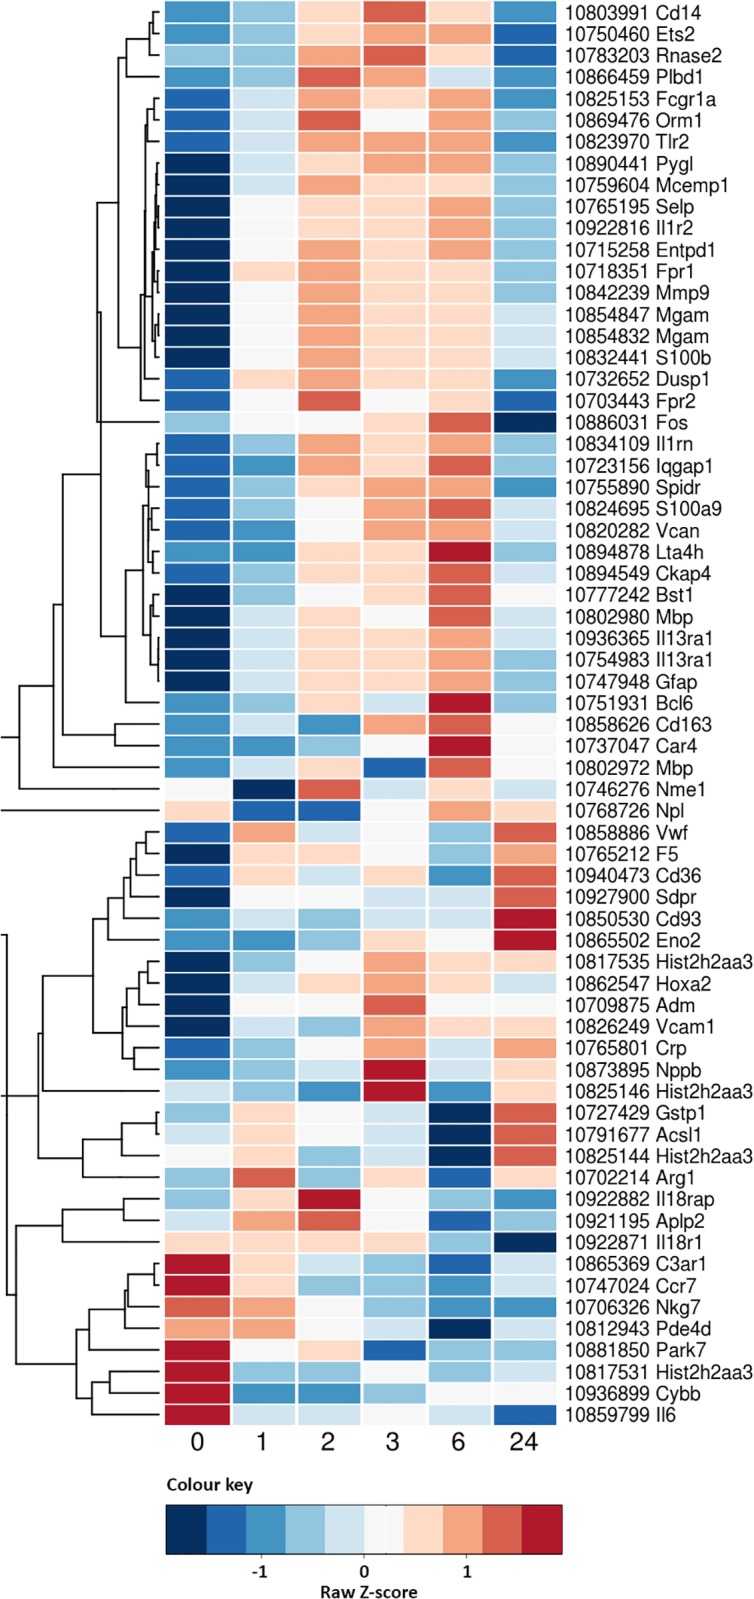
Heat map of the candidate ischemic stroke biomarkers. Genes identified based on published results and their expression in our time course data. Results presented as average values across the 8 animals for a given time point.

The genes identified as candidate biomarkers from the literature were also identified in our data, ordered by level of significance from our analysis, and compared to our top 1932 time-responsive gene candidates. The ranks showed that 29 of the 59 genes (49%) presented in Table 3 were in our list of most significant changing genes over time, with the highest ranked gene being Interleukin 1 receptor, type II (Il1r2, rank = 8). It should be noted however that most candidates from the literature fall much lower in our ranking of the most time dependently changed genes.

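Il1r2 (probe set 10922816) lies on the plus strand of chromosome 9 of rn5, from 46526298 to 46566513. Its change from 0 h was 2.32 at 1 h, 2.95 at 2 h and 3.33 at 6 h, and its deposited SDs were between 0.12 and 0.62, the last at 24 h. In the authors' deposited table it had the sixth lowest p-value of the F-test, 1.49e-19. Of the 59 genes of Table 3, 32 (54.2%) had an F-test p below the paper's threshold of 5e-07 in the authors' deposited table. They include all 29 genes that Table 3 places below it and, in addition, Acsl1, Plbd1 and Mgam. Their largest changes were 0.75 for Acsl1 at 24 h, 0.63 for Plbd1 at 2 h and 0.66 for Mgam at 2 h, against highest deposited SDs of 0.26, 0.26 and 0.21. Of the 59 genes, 48 had an FDR of the F-test below 0.05 in the authors' deposited table, and 49 when its p-values were adjusted over the list alone. The median rank of the 59 genes by the F-test p of the authors' deposited table was 1545. Gstp1 was among the candidates with the highest F-test p, and its largest change of 0.22 was within its highest deposited SD of 0.32, with an F-test p of 0.749 in the authors' deposited table. With the ordinary or the moderated F-test, 35 of the 59 genes passed the threshold.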

**Table 3:** List of candidate ischemic stroke biomarkers ranked in our data. Genes identified based on published results ranked by p-value of the F statistic based on their gene expression over time in our data set. The red line represents the p<5x10^-7^ cut-off.

Rank	p-value	Probe ID	Gene Name
8	1.28E-20	10922816	Il1r2
141	2.38E-16	10718351	Fpr1
151	4.18E-16	10922882	Il18rap
198	2.89E-15	10765195	Selp
245	8.84E-15	10754983	Il13ra1
257	1.12E-14	10759604	Mcemp1
258	1.13E-14	10820282	Vcan
283	2.92E-14	10824695	S100a9
288	3.17E-14	10842239	Mmp9
298	4.35E-14	10750460	Ets2
334	1.4E-13	10823970	Tlr2
381	3.4E-13	10737047	Car4
406	5.93E-13	10715258	Entpd1
445	1.24E-12	10890441	Pygl
538	7.39E-12	10825153	Fcgr1a
641	4.43E-11	10777242	Bst1
652	4.7E-11	10803991	Cd14
667	5.67E-11	10751931	Bcl6
746	1.35E-10	10747024	Ccr7
850	4.08E-10	10894549	Ckap4
998	1.28E-09	10834109	Il1rn
1140	4.12E-09	10783203	Rnase2
1337	2.07E-08	10732652	Dusp1
1385	2.79E-08	10723156	Iqgap1
1414	3.19E-08	10865369	C3ar1
1533	5.96E-08	10703443	Fpr2; Fpr2l
1767	2.18E-07	10894878	Lta4h
1799	2.67E-07	10761025	Pilra
1925	4.86E-07	10869476	Orm1
2033	7.88E-07	10791677	Acsl1
2124	1.23E-06	10850530	Cd93
2264	1.96E-06	10866459	Plbd1
2358	2.59E-06	10854733	Mgam
2678	0.000007	10812943	Pde4d
2686	0.000007	10927900	Sdpr
3647	0.0000592	10739323	Slc16a6
3981	0.0001	10765801	Crp
4508	0.0003	10768726	Npl
4834	0.0004	10755890	Spidr
5928	0.0012	10747948	Gfap
6811	0.0027	10826249	Vcam1
7018	0.0032	10858626	Cd163
7129	0.0035	10706326	Nkg7
8997	0.0116	10858886	Vwf
9093	0.0121	10886031	Fos
9599	0.0154	10881850	Park7
9657	0.0158	10832441	S100b
10160	0.0201	10765212	F5
10969	0.0276	10936899	Cybb
~	NS	10709875	Adm
~	NS	10802980	Mbp
~	NS	10873895	Nppb
~	NS	10859799	Il6
~	NS	10922871	Il18r1
~	NS	10921195	Aplp2
~	NS	10702214	Arg1
~	NS	10865502	Eno2
~	NS	10727429	Gstp1
~	NS	10746276	Nme1

### Effect of surgery and anesthesia

To explore the difficulty of selecting appropriate controls in animal experiments requiring surgery to induce stroke, and which our experiment lacked, we also compared our data set with an available list of genes potentially specific for the impact of surgery and anesthesia. In 2001, Tang et al. studied the blood gene expression for different neurological conditions including stroke. They identified genes significantly (more than two fold) over or under expressed in the ischemic stroke and sham groups after 24 hours compared to untouched controls [46]. Twenty five genes were shown to be significantly over expressed in the animal blood at 24 hours after ischemic stroke while 98 had significantly decreased expression. In the sham group, 40 genes were upregulated and 126 downregulated at 24 hours after the intervention. These four lists of up- and downregulated genes for ischemic stroke and sham models were obtained from Tang et al. supplementary data. Their ‘genes’ were reported as probesets from the Rat U34A array.

To determine whether the up and downregulated specific stroke genes identified by Tang were present in our dataset and exhibited a similar response, gene names were mapped between the two datasets. For this, Tang’s probesets were first annotated with current gene designations from the rat genome using the R library *biomaRt* [38]. This library was also used for mappings between the Affymetrix GeneChip Rat Gene 1.0st platform used for our data collection, and the older U34A which Tang employed.

The sham and stroke up- and downregulated genes identified by Tang were extracted from our stroke data and plotted in 4 different heat maps (Figs 5 and 6). These 4 heat maps confirmed that expression of these genes varied over time after stroke and that some of these changes occurred very early after stroke (as early as after one hour post vessel occlusion). In the significantly downregulated genes after stroke, more than a third of the genes identified by Tang et al. were actually first upregulated between 2 and 6 hours after MCA occlusion and only then downregulated at 24 hours (top half of Fig 7). This subset of downregulated genes after stroke contrasts with another subset also represented in the same heat map where the genes appeared to be upregulated before the start of the surgery then downregulated over a 24 hour period after stroke, with minimal expression observed between 2 and 6 hours after stroke (bottom half of Fig 7). Interestingly, from the heat map plot of genes from Tang’s sham downregulated class (Fig 6 separated in A and B for better image quality), we can identify a subset of genes whose expression is suppressed after the initiation of the anesthesia and start of the surgery and with a maximum of downregulation peaking for the samples collected at 2 to 6 hours (after the end of the anesthesia period, Fig 6B).

**Fig 5:**
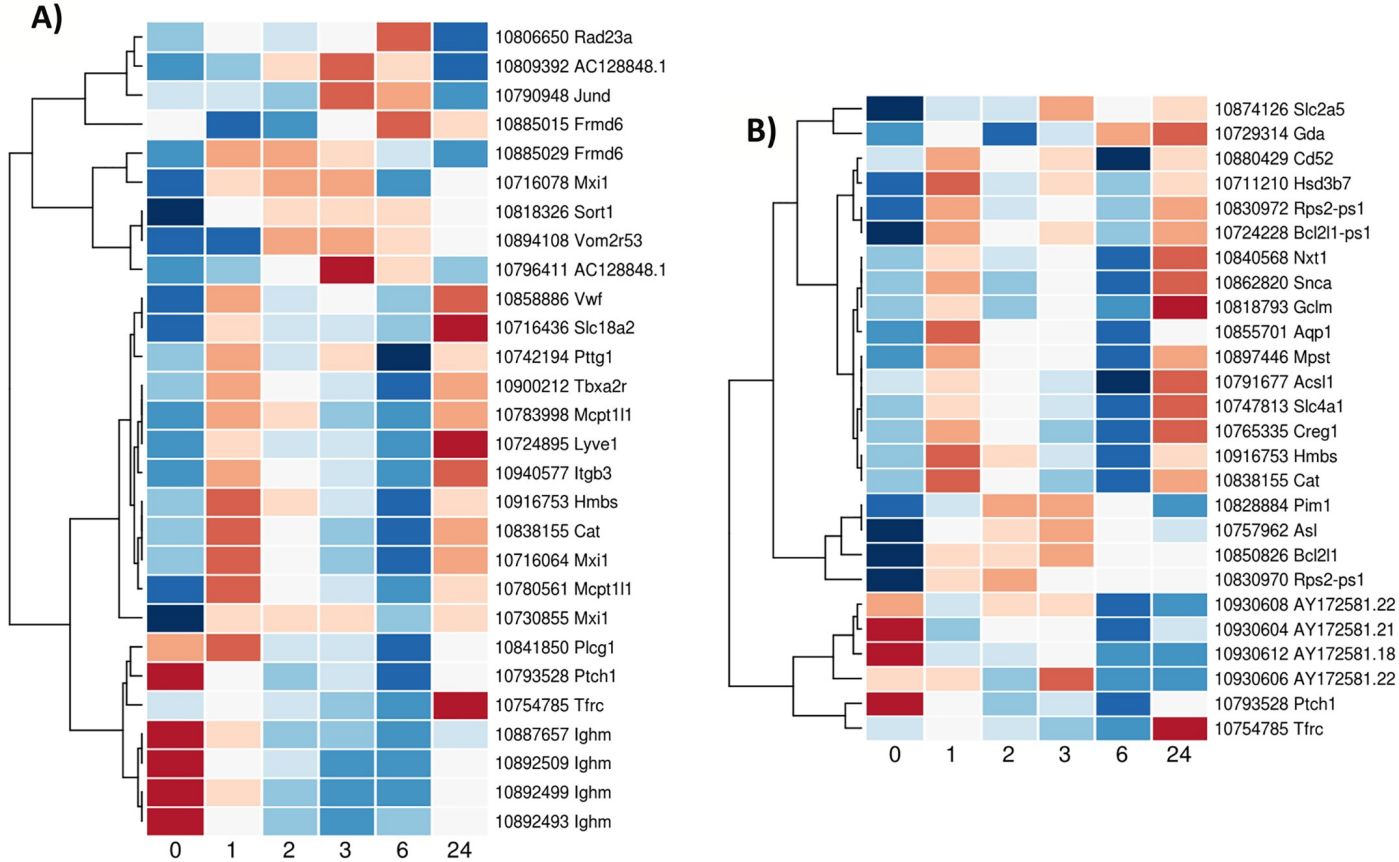
Heat maps of the Tang’s A) upregulated ischemic stroke genes and B) upregulated Sham genes. Genes identified by Tang et al. and their expression in our time course data. Results presented as average values across the 8 animals for a given time point and colour key is similar to the one used in Fig 4.

**Fig 6:**
Heat map of the Tang’s downregulated Sham genes. Genes identified by Tang et al. and their expression in our time course data. Figure separated in A and B for better image quality. Results presented as average values across the 8 animals for a given time point and colour key is similar to the one used in Fig 4.

**Fig 7:**
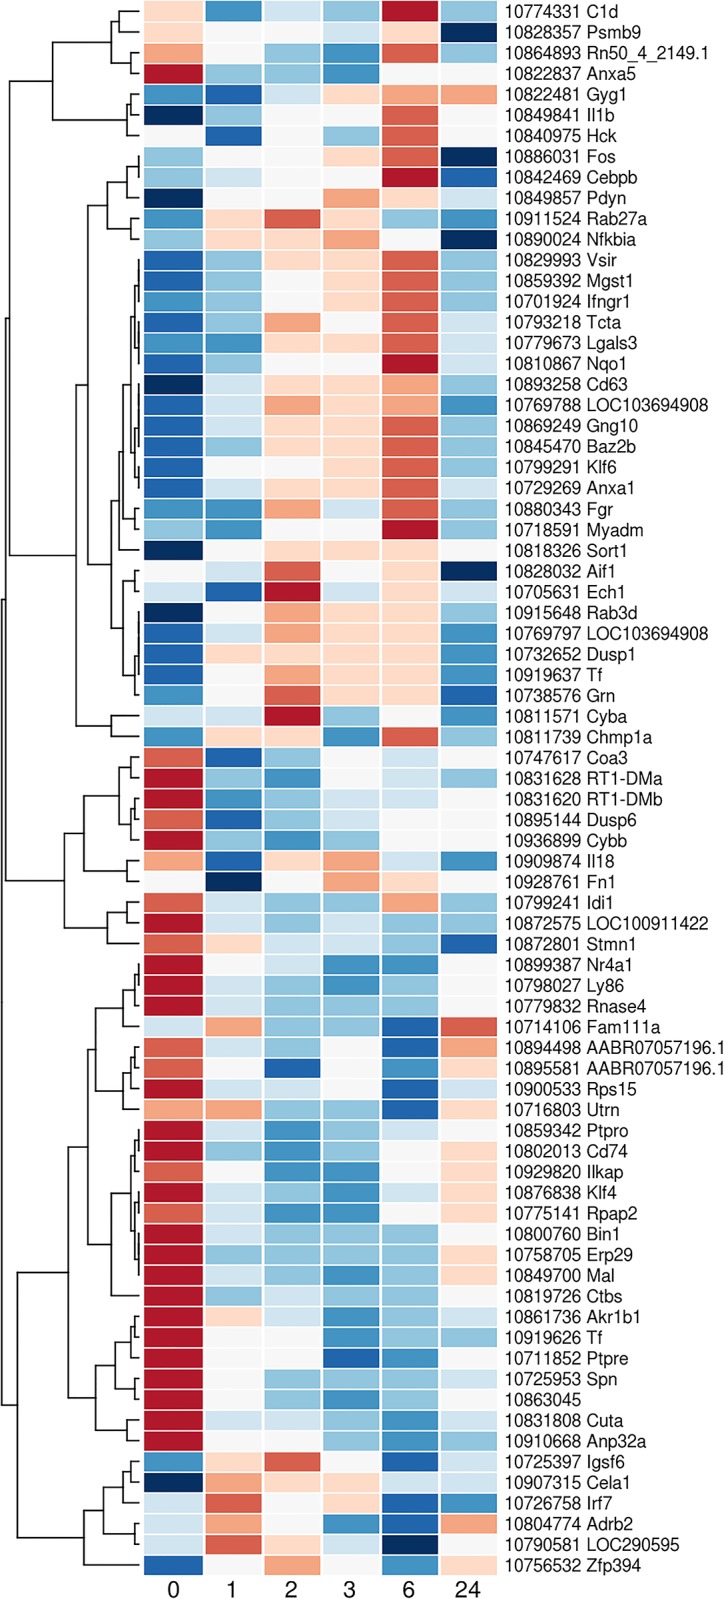
Heat map of the Tang’s downregulated ischemic stroke genes. Genes identified by Tang et al. and their expression in our time course data. Results presented as average values across the 8 animals for a given time point and colour key is similar to the one used in Fig 4.

Focusing on the 24 hour time point, it appeared that not all the genes identified as up or downregulated by Tang showed these characteristics in our dataset. The concordance between genes identified as downregulated by Tang et al. and effectively downregulated in our dataset was better than for the upregulated genes.

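The lists behind Figs 5 to 7 were not used here; the values are for the genes that Tables 4 and 5 pair with a probe set, which are those found up- or downregulated by Tang et al. in the stroke group alone. Of the 16 matched upregulated genes, 13 were higher at 24 h than at 0 h and 3 were lower, and 7 were higher with an FDR below 0.05 in the authors' deposited table. Among these 7, Sort1 and Lyve1 had the largest changes at 24 h. The number of the 16 past that FDR in either direction at 24 h became 9 when the p-values of the authors' deposited table were adjusted over the list alone. Of the 24 matched downregulated genes, 19 were lower at 24 h and 5 were higher, and 11 were lower with an FDR below 0.05 in the authors' deposited table. Adjusted over the list alone, the number past it in either direction at 24 h was 14 of 24 from the p-values of the authors' deposited table. Among the 5 genes that were higher, Fam111a (0.40) and Cela1 (0.20) had an unadjusted p below 0.05 in the authors' deposited table but not an FDR. The median change at 24 h was 0.26 over the 16 genes and -0.18 over the 24 genes. When each time point's means were centred on their median, the number of the 24 downregulated genes that were higher at 24 h fell to 3, because Myadm and Chmp1a changed sign, and with quantile normalization of the means it was 6.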

The gene lists published by Tang et al. were also reanalyzed for condition specificity. We performed a direct comparison of the up and downregulated genes for the ischemic stroke and the sham groups and generated a Venn diagram of the significantly differently expressed specific genes for the two conditions (Fig 8A). We identified 49 genes whose expression was significantly changed only in the ischemic stroke group (17 upregulated and 32 downregulated genes).

**Fig 8:**
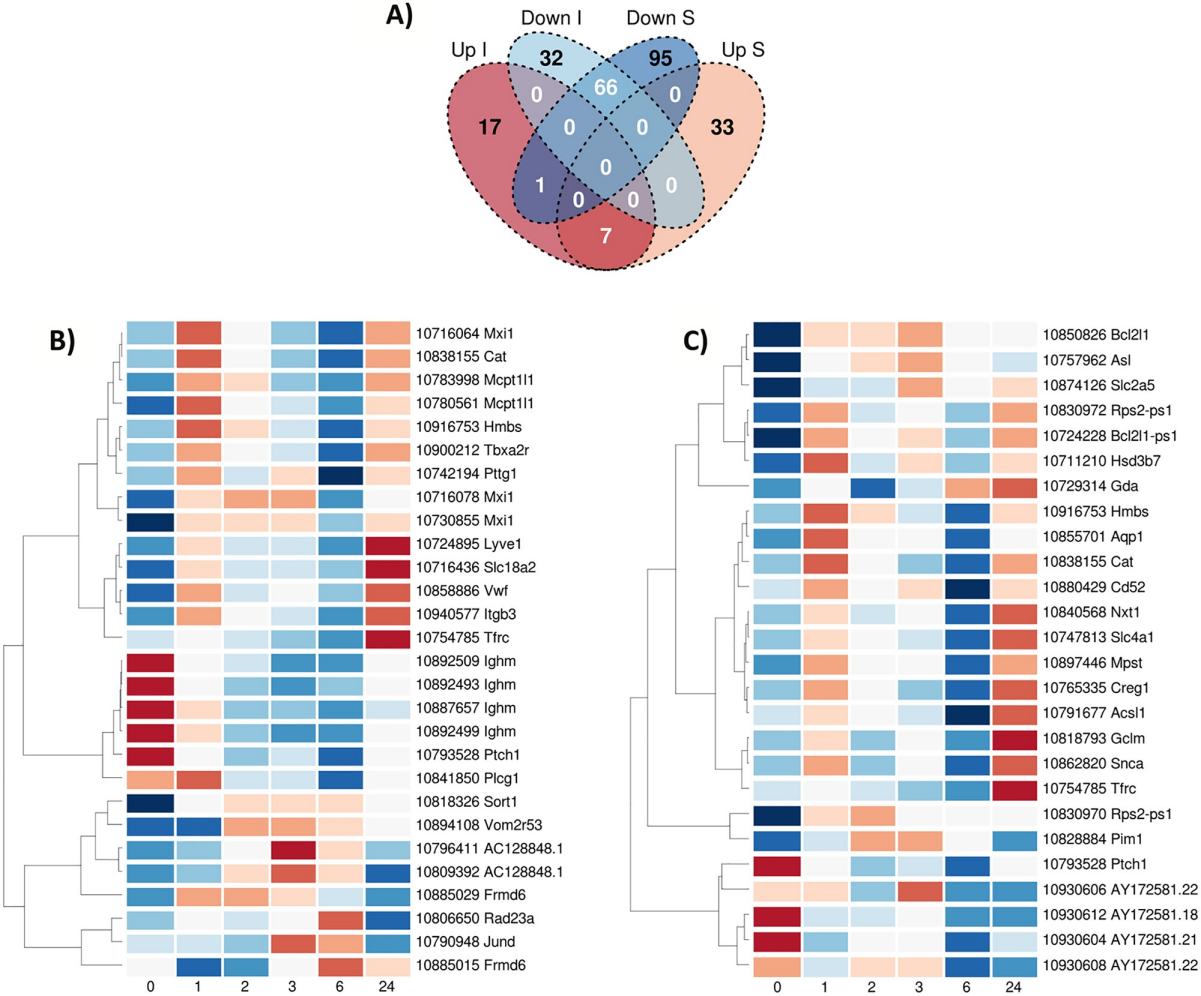
Analysis of the gene lists published by Tang for condition specificity. A) Direct comparison of the up and downregulated genes for the ischemic stroke and the Sham groups and creation of a Venn diagram. B) Heat map of the upregulated specific ischemic stroke genes. C) Heat map of the downregulated specific ischemic stroke genes. Genes identified by the analysis of Tang’s results and their expression in our time course data. Results presented as average values across the 8 animals for a given time point and colour key is similar to the one used in Fig 4.

These potential ischemic-specific genes were then ranked in our prioritized list of the top 1932 genes varying over time after stroke (ordered by the p-value of the F-statistic). 

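Of the 16 genes of Table 4, Sort1, Mt1a and Plcg1 had an F-test p below 5e-07 in the authors' deposited table, at 1.64e-14, 7.64e-11 and 1.22e-07. Sort1 (probe set 10818326) rose by 0.91 at 1 h and 1.21 at 2 h and was still at 0.99 at 24 h, with deposited SDs of at most 0.24. Mt1a (probe set 10809392) rose from a log2 mean of 8.96 at 0 h to 10.06 at 3 h, its highest, and its change at 24 h was -0.17, within its highest deposited SD of 0.33. Plcg1 (probe set 10841850) changed by 0.17 at 1 h, within its highest deposited SD of 0.23, and by -0.72 at 6 h. Lyve1 (probe set 10724895) changed by 0.58 at 1 h and 0.91 at 24 h, and had an F-test p of 3.77e-06 in the authors' deposited table. Of the 16 genes, 11 had an F-test FDR below 0.05 in the authors' deposited table, and the same number when its p-values were adjusted over the list alone. The ordinary F-test added Lyve1 and Mxi1 to the genes below the threshold.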

From the 17 genes upregulated exclusively in the Tang stroke group, 16 were successfully matched in our data set and four of them were found to be in our top 1932 gene list (Table 4). 

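Cd74, Ly86, Myadm, LOC689014, Nr4a1, Akr1b1 and Bin1, 7 of the 24 genes of Table 5, had an F-test p below 5e-07 in the authors' deposited table. Of these, 6 fell. The largest change was -1.59 at 2 h in Cd74 (probe set 10802013), -1.78 at 3 h in Ly86 and -1.59 at 3 h in Nr4a1. At 24 h the falls had returned to -0.75 in Cd74, -0.93 in Ly86 and -0.87 in Nr4a1. Myadm (probe set 10718591) instead rose to 0.51 at 6 h, and its 24 h change of 0.02 was within its highest deposited SD of 0.14 and changed sign when the means were centred. Of the 24 genes, 17 had an F-test FDR below 0.05 in the authors' deposited table, and 19 when its p-values were adjusted over the list alone. With the moderated F-test 13 genes passed the threshold, and with the ordinary F-test 11.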

From the downregulated list of 32 genes, 24 were successfully matched and 7 were present in our top list (Table 5). The expression levels of these potential specific ischemic genes were reanalyzed over time in our rat data set and the corresponding heat maps generated (Fig 8B and 8C). These heat maps also demonstrated a time evolving pattern of expression after stroke which was not as well defined as that for the other candidate biomarkers identified from the literature (Table 2).

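The median size of the largest change from 0 h was 0.77 over the 59 genes of Table 3, 0.43 over the 16 of Table 4 and 0.50 over the 24 of Table 5. A largest change above 1 on the log2 scale was found in 23 genes (39.0%) of Table 3, 2 (12.5%) of Table 4 and 5 (20.8%) of Table 5. The 2 of Table 4 were Sort1 and Mt1a, and the 5 of Table 5 were Cd74, Ly86, Nr4a1, Akr1b1 and Bin1. By the F-test p of the authors' deposited table, the genes of Table 4 had a median rank of 7481.5 and those of Table 5 a median rank of 3649. The early change, at 1 to 3 h, was greater in size than the 24 h change in 9 of 16 genes (56.2%) of Table 4 and in 21 of 24 (87.5%) of Table 5, on either side of the share over all probe sets. Simulated unchanged genes with the same SDs gave 12.0 of 16 (central 95% of draws 9 to 15) and 18.2 of 24 (14 to 22), so by this measure neither count lay outside the range of unchanged genes. The early change exceeded the 24 h change by more than the gene's highest deposited SD in 2 genes of Table 4 (Mt1a and Jund) and in 9 of Table 5, against simulated means of 0.0312 and 0.0643 and an upper end of 1 in each, and the reverse held in 0 and in 1 (Psmb9). Taken 1 time point at a time, the change of the Table 5 genes was greater than that at 24 h in 14 at 1 h, 16 at 2 h, 18 at 3 h and 19 at 6 h, where the simulated upper ends were 17, 17, 17 and 18. For Table 4 these counts were 6, 7, 6 and 7, below the upper ends of 12, 12, 12 and 13. As for Table 3, the simulation takes arrays and genes as independent.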

**Table 4:** List of upregulated potential specific ischemic stroke genes ranked in our data. Genes identified by Tang et al. ranked by p-value of the F statistic based on their gene expression over time in our data set. The red line represents the p<5x10-7 cut-off.

Rank	p-value	Probe ID	Gene Name
182	1.99E-15	10818326	Sort1
1049	1.99E-09	10809392	Mt1a
1754	1.96E-07	10841850	Plcg1
1994	6.67E-07	10724895	Lyve1
2703	7.25E-06	10730855	Mxi1
4685	0.0003	10831567	RT1-Bb
6406	0.0019	10806650	Rad23a
6787	0.0027	10716436	Slc18a2
8839	0.0106	10940577	Itgb3
8997	0.0116	10858886	Vwf
10727	0.0252	10790948	Jund
12554	0.0496	10783998	Mcpt1
~	NS	10742194	Pttg1
~	NS	10900212	Tbxa2r
~	NS	10885015	Frmd6
~	NS	10894108	Vom2r53

**Table 5:** List of downregulated potential specific ischemic stroke genes ranked in our data. Genes identified by Tang et al. ranked by p-value of the F statistic based on their gene expression over time in our data set. The bold line represents the p<5x10^-7^ cut-off.

Rank	p-value	Probe ID	Gene Name
291	3.59E-14	10802013	Cd74
683	6.75E-11	10798027	Ly86
727	1.11E-10	10718591	Myadm
869	4.66E-10	10895581	LOC689014
939	7.82E-10	10899387	Nr4a1
1277	1.27E-08	10861736	Akr1b1
1875	4.00E-07	10800760	Bin1
2110	1.16E-06	10711852	Ptpre
2664	6.56E-06	10910668	Anp32a
2899	1.18E-05	10716803	Utrn
3352	3.25E-05	10828357	Psmb9
3824	8.22E-05	10799241	Idi1
5939	0.0013	10890024	Nfkbia
6069	0.0014	10758705	Erp29
6248	0.0017	10726758	Irf7
7758	0.0056	10714106	Fam111a
9161	0.0125	10907315	Cela1
9823	0.0173	10790581	LOC290595
10478	0.0228	10775141	Rpap2
~	NS	10863045	AABR07051563.1
~	NS	10864893	Akr1b1-ps2
~	NS	10929820	Ilkap
~	NS	10804774	Adrb2
~	NS	10811739	Chmp1a

## Discussion

The use of tPA therapy in ischemic stroke is largely limited by uncertainty about the time of stroke onset. The main objective of this study was to provide proof of principle that changes in gene expression profiles after stroke might provide a time dependent signature. The current study clearly identified significant hyperacute changes in the patterns of mRNA expression in the blood of rats over time after MCAo, and that the elaboration of a stroke clock based on gene expression patterns from blood is indeed feasible. Such a stroke clock would allow clinicians to understand where in the highly dynamic evolution of a stroke a patient is when they first present at hospital. Specific blood biomarkers capable of predicting stroke onset time may expedite stroke diagnosis in the emergency department and help increasing the number of patients eligible for intravenous thrombolysis or other beneficial intravascular procedures.

To identify the most variable genes over time after stroke, we used a pairwise comparison model and significance testing. Our initial analysis found 13000 genes significantly changing over time with the classical p-value cut off for significance of 0.05. 

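In the authors' deposited table, 12669 of the 27596 probe sets had an F-test p below 0.05. Among the probe sets left after the lowest 25% by mean signal were left out, this number was 11326, and the ordinary and moderated F-tests gave 16834 and 16873.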

Since this would still give 5% false positives (equivalent to more than 1300 genes in our data set), we decided to increase the level of significance required to a p-value of 5x10^-7^ to reduce false discovery.

Despite the lack of control group in our experiment, the biology of the genes identified by this highly selective regime as the most variable over time is consistent with what we known of the IS physiopathology. Some of the top 20 most time responsive genes appear to be genes that are relevant to the biology of the injury. For example, the interleukin-1 receptor (Il-1R) has been a target for antagonism in the management of acute stroke. Blockage of Il-1 action via its receptors has been shown to reduce brain damage in rodent model of cerebral ischemia [47, 48]. It is also well known that the neuronal nitric-oxide synthase plays a crucial role in the regulation of cerebral blood flow against pathogenic factors associated with cerebral ischemia [49]. Prokineticin 2 (Prok2) has also recently been identified as a deleterious mediator for cerebral ischemia [50].

By cluster analysis, we found evidence for more different patterns of gene expression than expected. The majority of genes showed first either an upregulation or downregulation immediately after the ischemic event and then a progressive trend to return to their basal activity at 24 hours. These included gene expression profiles with high potential clinical utility including hyperacute or acute transient upregulation/downregulation (with broad or very narrow expression peaks (or troughs) at different points within the 2 to 6 hour window after stroke (Fig 3A and 3B). 

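The shapes were counted over the 1932 probe sets of S1 Table. At 1 h, 1037 of them were lower than at 0 h and 895 higher. The largest step between neighbouring time points was that from 0 to 1 h in 953 probe sets and that from 6 to 24 h in 721. The largest change from 0 h was found at 1 to 6 h in 1878 probe sets, and only 16 rises and 38 falls were largest at 24 h. By time point, the rises and falls that were largest there numbered 16 and 40 at 1 h, 329 and 292 at 2 h, 132 and 221 at 3 h, and 497 and 351 at 6 h. The change at 24 h was less than 0.5 of the largest one in 1259 probe sets (65.2%) and less than 0.25 of it in 24.4%, with a median of 40.3%. In 166 probe sets the 24 h change had the opposite sign. Centring the means on their median moved the 65.2% to 62.7%, and quantile normalization of the means moved it to 67.9%.
Over all probe sets of the authors' deposited table, those with an FDR below 0.05 against 0 h numbered 3855 higher and 3082 lower at 1 h, 4030 and 4225 at 2 h, 6440 and 4742 at 3 h, 4211 and 4277 at 6 h, and 2636 and 2505 at 24 h. Those that also changed over 2-fold in the authors' deposited table numbered 118 and 95 at 1 h, 344 and 274 at 2 h, 330 and 289 at 3 h, 396 and 289 at 6 h, and 53 and 55 at 24 h. Between neighbouring time points, by the moderated test at an FDR below 0.05, 1287 probe sets were higher and 1135 lower at 2 h than at 1 h, 525 and 448 at 3 h than at 2 h, 645 and 674 at 6 h than at 3 h, and 2817 and 2394 at 24 h than at 6 h. This test takes the arrays as independent. The steps also differ in length and in handling of the rats. Reperfusion under a further anesthesia fell between 1 and 2 h, and the 24 h blood was drawn from the heart after an anesthetic overdose. The effects of time and of handling on these counts, and on the largest steps counted above, cannot be told apart. After centring of the means, 1516 were higher and 839 lower at 2 h than at 1 h, and 460 and 516 at 3 h than at 2 h. They numbered 697 and 605 at 6 h than at 3 h, and 2590 and 2611 at 24 h than at 6 h. Only between 1 and 2 h did the larger direction stay the same. The share of higher calls depends on the small shift of the median between time points. Against 0 h, 58.6% of the calls of the moderated test at 1 h, 58.7% at 3 h and 55.6% at 24 h were higher. After centring of the means these shares were 40.0%, 47.2% and 37.3%. The calls after centring were 3465 higher and 5189 lower at 1 h, 5284 and 5911 at 3 h, and 2749 and 4627 at 24 h.
Among the probe sets past that FDR in the authors' deposited table, the largest rises from 0 h were those of Il1r2 and Fpr1 (2.23) at 1 h, Il1r2 and Ifitm6 (2.88) at 2 h, Hp (3.17) and Plscr1 (3.13) at 3 h, and Cpne8 (3.85) after probe set 10837621 at 6 h. At 24 h they were those of that probe set and Cd33 (1.93). The largest falls were those of probe set 10812357 (-2.25), whose median deposited SD was 0.58, and Ebf1 (-1.92) at 1 h, and of Bcl11a (-2.66) and Ms4a1 at 2 h. They were those of Ebf1 (-2.48) and Rnase6 (-2.46) at 3 h, Rnase6 (-2.33) and Fcer2 (-2.29) at 6 h, and Mx2 and Rnase6 (-1.91) at 24 h. Whether each rat changed in the same direction was not analysed here.

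**Figure D3:**
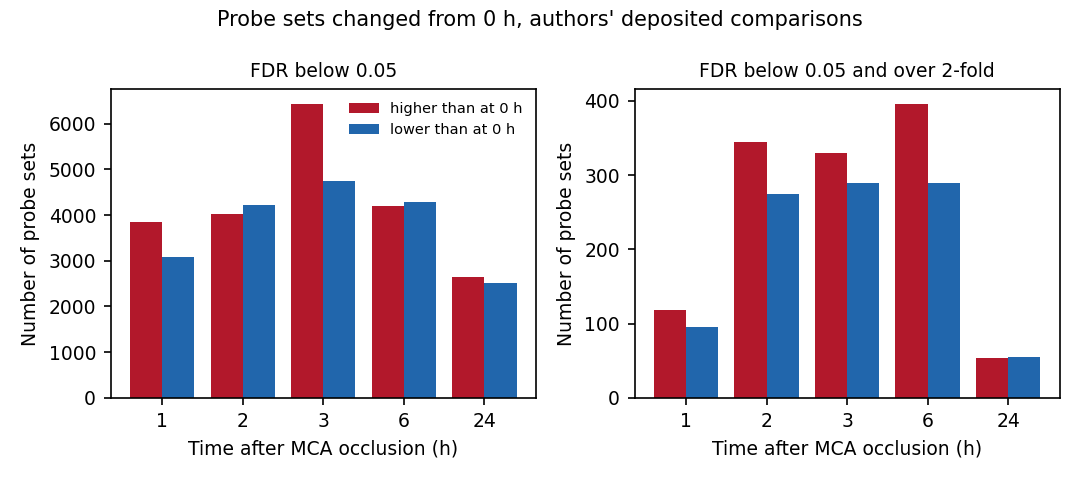
Number of probe sets (vertical axes) higher or lower than at 0 h at each time after MCA occlusion (horizontal axes), at an FDR below 0.05 in the authors' deposited table (left) and also over 2-fold (right). The number over 2-fold is highest at 6 h for rises (396) and lowest at 24 h in both directions (53 and 55).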

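Cluster D of Fig 3 had a mean change of 0.75 at 1 h, 1.20 at 2 h, 1.03 at 3 h, 1.05 at 6 h and 0.26 at 24 h. Of its 109 probe sets, 73 were highest at 2 h, 11 at 3 h and 25 at 6 h. A dip at 3 h below both 2 h and 6 h was present in 49 of the 109. The median size of this dip was 0.13, and it was larger than the deposited SD of the arrays at 3 h in 17 probe sets. The dip itself was not tested. Among all 1932 probe sets of S1 Table, 262 had such a dip, which was larger than the deposited SD in 60. Cluster C had a mean change of -0.17 at 1 h, 0.24 at 2 h, 0.83 at 3 h, 1.06 at 6 h and 0.09 at 24 h, and 25 of its 34 probe sets were lower at 1 h than at 0 h. In S1 Table, 53 probe sets were lower at 1 h and higher at 3 or 6 h by over 0.2 on the log2 scale in each direction, and 21 were higher at 1 h and lower at 3 or 6 h. By the FDR below 0.05 in the authors' deposited table, these numbers were 36 and 11. Centring the means moved the 53 most, to 65. The 21 became 18 with centring and 24 over the probe sets below the F-test threshold in the authors' deposited table.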

Many genes showed complex expression profiles with more than one peak of expression (Fig 3D) or varied in opposite directions (Fig 3C and 3H) over time.

In our experiment, the shape of the profiles for different gene sets identified differs dramatically and will allow the construction of a stroke clock where the expression patterns of a series of genes would be able to define the evolution of the stroke damage. Indeed, by pulling out the gene expression levels of Mrgprx3, Prok2 and Bank1 (all part of the top 20 most variable genes over time list) and combining them 2 by 2 at 3 different time points (expression of Bank1 and Mrgprx3 at 2 hours, expression of Bank1 and Prok2 at 6 hours and expression of Bank1 and Mrgprx3 at 24 hours; see striking image), we could create a tool capable of determining the stroke onset time.

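Mrgprx3 (probe set 10722208) lies on the minus strand of chromosome 1 of rn5, from 104362402 to 104387707, Prok2 (probe set 10864433) on the minus strand of chromosome 4, from 196648794 to 196662391, and Bank1 (probe set 10826956) on the minus strand of chromosome 2, from 259990602 to 259990798. The log2 mean of Mrgprx3 was 6.69 at 0 h, 9.54 at 2 h, 7.72 at 6 h and 7.14 at 24 h, with deposited SDs between 0.17 and 0.32. Its change from 0 h was 2.85 at 2 h and 0.45 at 24 h, the latter with an FDR of 0.0636 in the authors' deposited table. Prok2 changed by 2.00 at 2 h, 3.22 at 6 h and 1.54 at 24 h, and its deposited SD was highest at 24 h. Bank1 fell by 1.94 at 2 h, by 1.53 at 6 h and by 0.45 at 24 h, with deposited SDs between 0.16 and 0.29. All 6 probe sets of Bank1 in the table are in S1 Table, and their changes ran from -1.30 to -2.23 at 2 h. Between 2 and 24 h, Mrgprx3 differed by -2.40, which is 7.56 times the larger of the deposited SDs at these time points, and Bank1 by 1.49, which is 7.40 times that SD. Between 2 and 6 h, Bank1 differed by 0.42, or 1.46 times the larger SD, and Prok2 by 1.23, or 5.58 times. Between 6 and 24 h, Bank1 differed by 1.07, or 3.76 times the larger SD, and Prok2 by -1.68 against a larger SD of 0.52. Between 2 and 3 h the Bank1 means differed by -0.08, within their SDs, and Mrgprx3 by -0.62, or 2.29 times the larger SD. Prok2 at 2 h and at 24 h differed by less than its SD, with a ratio of 0.862. Quantile normalization of the means moved these changes most, from 3.22 to 3.30 for Prok2 at 6 h. The values of single rats, which would show whether the time points overlap, were not used here. From the differing shapes of the profiles, the paper reasons that a series of genes can define the evolution of the damage, and from the levels of these 3 genes combined in pairs it states that a tool to determine the stroke onset time could be created.

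**Figure D4:**
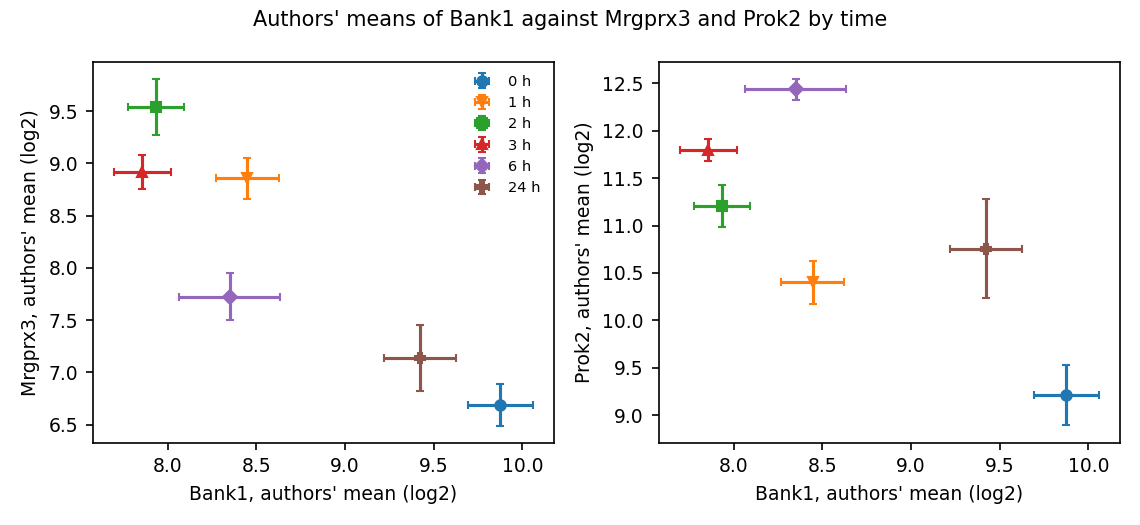
Authors' means (log2) of Bank1 (horizontal axes) against Mrgprx3 (left) and Prok2 (right), with 1 point per time point; bars are the authors' deposited SDs. The points of 2 h and 24 h lie apart for Bank1 and Mrgprx3, by 1.49 and -2.40.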

The strength of our study is the use of sequential blood drawing in the same animals and the high frequency of repeated blood samplings starting hyperacutely after the initiation of the ischemic brain injury. Our finding gives a new perspective on most previously published stroke biomarker results. By drawing blood samples repetitively in the first 24 hours after stroke, we have been able to provide new evidence that many candidate biomarkers change hyperacutely after stroke and trend back towards their basal value within 24 hours.

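Over the 1932 probe sets of S1 Table, the median size of the largest change from 0 h was 0.90 on the log2 scale. The largest change was above 1 in 785 probe sets (40.6%), above 2 in 121 and above 3 in 13. By time point, 196 probe sets changed by more than 1 at 1 h, 542 at 2 h, 538 at 3 h, 594 at 6 h and 84 at 24 h. The median of the deposited SDs of these probe sets was 0.16 at 0 and 1 h, 0.15 at 2 h, 0.17 at 3 and 6 h and 0.20 at 24 h. These SDs are the authors' measure of the spread at a time point, and the profiles of single rats were not analysed here. With the 6 columns of means quantile normalized, 765 probe sets changed by more than 1, the largest shift in this count, and with the means centred 798 did.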

Importantly, our study demonstrated that our identified biomarkers profiles are highly reproducible across individual animals and that changes in gene expression are of a significant magnitude (multiple log change). These observations are consistent with highly reproducible induction of stroke and collection of blood at well-defined times after stroke highlighting the utility of animal models in the quest for ischemic stroke biomarkers.

By analyzing the expression of Tang’s gene lists (based on samples collected at 24 hours after stroke induction) within our data set, we found that marked changes of gene expression had occurred within the first 24 hours after stroke. We also noted differences in the identification of up or downregulated expression of some genes at 24 hours after stroke or sham surgery. Finally, we found that only a small proportion of the genes presented by Tang as potentially specific for ischemic stroke were part of our list of time responsive genes (when ranked by the p-value of the F-statistic and with a p-value cut off of 5x10^-7^). It is not too surprising that our results differed from Tang’s. Firstly, arrays have evolved considerably over the last ten years. Tang’s expression data were collected on the Affymetrix GeneChip Rat Genome U34A array which contained probesets for 7,000 full-length sequences, and about 1,000 EST clusters. The Affymetrix GeneChip RatGene 1.0 ST array offers a coverage of more than 27,000 protein coding transcripts and 24,000 Entrez genes. Our data set is therefore enriched. This also explains why we could not find a match in our data set for all the genes presented by Tang. Mapping of older Affymetrix UTR-probeset array technology to the current rat genome was not perfect, as the Rat genome has been refined and improved since the U34A array was designed. As a result not all the genes, or probesets, identified from analysis of the array data had current annotations in the rat genome and in some cases U34A probesets matched to multiple genes. Differences observed between the two experiments at the 24 hours sampling time can also be explained by a difference of collecting methods (Tang et al. did not used PAXgene tubes and mixed the blood from two different animals to have sufficient blood to conduct the microarrays). The use of a single time point of 24 hours can also account for the relative short list of upregulated genes specific to stroke that Tang presented since we find that most genes have returned to near normal by this late time.

The reanalysis of the other genes identified as candidate stroke biomarkers from the human literature showed a greater overlap with our data. More than half of these genes were present in our most significant time responsive gene list. This argues in favor of the genes present in our list being specific to stroke physiopathology and that the changes in gene expression observed in our data are unlikely to all be due to the surgery or anesthesia required to induce stroke in our model system since this is not a feature of the human studies. This concordance of the rat and human data points to the potential for successful translation. It should be noted however that others have cautioned on extrapolating from rat to human data [19]. The heat maps created with the literature gene lists presented time patterns similar to those we identified with our cluster analysis. Even if these candidate biomarker genes were initially not identified for this use, they have the potential to contribute to a time signature for stroke. The more dramatic time signatures discovered in our unbiased whole genome experiment suggest that many of these genes may have even greater utility for this purpose.

Candidate biomarkers have rarely been selected in the context of looking for a stroke clock. Turck et al. analyzed blood samples taken at 2 different time points (within 3 hours and within 36 hours) after stroke but had to combine two separate cohorts of patients to achieve their aim [27]. The only study collecting sequential human blood samples in the same individual early after stroke was conducted by Tang et al. in 2006 but their attention focused on elaboration of a diagnostic tool capable of differentiating ischemic stroke patients from controls and the earliest blood samples were collected 3 hours after the ischemic event [14]. Therefore, this study is to our knowledge the first to combine whole genome screening and sequential blood sampling within a time frame capable of informing clinical decision making.

All experiments have limitations. Our study will need to be replicated and to include a comprehensive series of sham groups to provide information about the specificity of these biomarkers to brain ischemia and the potentially cofounding roles of surgery, ischemia in other tissues (primarily neck and jaw), anesthesia and stress. The experiment will also have to be replicated in female rats to account for sexual dysmorphism in stroke. Finally, the data reported here comes from an animal model of stroke. Such data can only be hypothesis generating and the changes identified here will need to be replicated in studies of humans with stroke. Nevertheless, in mass spectrometry analysis of plasma from patients with stroke, we have already found that protein expression in humans displays similar temporal profiles [51].

In conclusion, we have demonstrated that gene expression changes over time after ischemic stroke and that this change occurs quickly after the event. Gene expression might be used to construct a “Stroke Clock” which provides important information on patient selection for acute stroke therapy.

## Supporting information

S1 Table Time responsive genes. List of the 1932 the genes with expression significantly varying over time (ranked by p-value of the F statistic, p<5x10^-7^). Genes presented with their p-value, probe ID, Ensemble gene ID and brief gene description.
(XLSX) Click here for additional data file.

S2 Table Clusters composition. Lists of genes composing each individual cluster.
(XLSX) Click here for additional data file.

## References

[1] RogerVL, GoAS, Lloyd-JonesDM, BenjaminEJ, BerryJD, BordenWB et al Executive summary: heart disease and stroke statistics—2012 update: a report from the American Heart Association. Circulation. 2012;125(1):188–97. 10.1161/CIR.0b013e3182456d46 2221589410.1161/CIR.0b013e3182456d46

[2] HackeW, KasteM, BluhmkiE, BrozmanM, DávalosA, GuidettiD et al Thrombolysis with Alteplase 3 to 4.5 Hours after acute ischemic stroke. N Engl J Med. 2008;359(13):1317–29. 10.1056/NEJMoa0804656 1881539610.1056/NEJMoa0804656

[3] JauchEC, SaverJL, AdamsHP, BrunoA, ConnorsJJ, DemaerschalkBM et al Guidelines for the early management of patients with acute ischemic stroke. A Guideline for healthcare professionals from the American Heart Association/American Stroke Association. Stroke; a journal of cerebral circulation. 2013;44(3):870–947.10.1161/STR.0b013e318284056a23370205

[4] BarberPA, ZhangJ, DemchukAM, HillMD, BuchanAM. Why are stroke patients excluded from TPA therapy? An analysis of patient eligibility. Neurology. 2001;56(8):1015–20. 1132017110.1212/wnl.56.8.1015

[5] FinkJN, KumarS, HorkanC, LinfanteI, SelimMH, CaplanLR et al The stroke patient who woke up. Clinical and radiological features, including diffusion and perfusion MRI. Stroke; a journal of cerebral circulation. 2002;33(4):988–93.10.1161/01.str.0000014585.17714.6711935049

[6] FaizKW, SundsethA, ThommessenB, RonningOM. Reasons for low thrombolysis rate in a Norwegian ischemic stroke population. Neurological sciences: official journal of the Italian Neurological Society and of the Italian Society of Clinical Neurophysiology. 2014;35(12):1977–82. 10.1007/s10072-014-1876-4 2503012510.1007/s10072-014-1876-4

[7] AlbersGW, AmarencoP, EastonJD, SaccoRL, TealP. Antithrombotic and thrombolytic therapy for ischemic stroke: American College of Chest Physicians Evidence-Based Clinical Practice Guidelines (8th Edition). Chest. 2008;133(6 Suppl):630S–69S. 10.1378/chest.08-0720 1857427510.1378/chest.08-0720

[8] MinnerupJ, WerschingH, RingelsteinEB, SchillingM, SchäbitzWR, WellmannJ et al Impact of the extended thrombolysis time window on the proportion of recombinant tissue-type plasminogen activator-treated stroke patients and on door-to-needle time. Stroke; a journal of cerebral circulation. 2011;42(10):2838–43.10.1161/STROKEAHA.111.61656521852612

[9] KrogiasC, BartigD, KitzrowM, WeberR, EydingJ. Trends of hospitalized acute stroke care in Germany from clinical trials to bedside. Comparison of nation-wide administrative data 2008–2012. Journal of the neurological sciences. 2014;345(1–2):202–8. 10.1016/j.jns.2014.07.048 2510953410.1016/j.jns.2014.07.048

[10] The National Institute of Neurological Disorders and Stroke rt-PA Stroke Study Group. Tissue plasminogen activator for acute ischemic stroke. N Engl J Med. 1995;333(24):1581–7. 10.1056/NEJM199512143332401 747719210.1056/NEJM199512143332401

[11] DavisS, DonnanGA. Time is Penumbra: imaging, selection and outcome. The Johann jacob wepfer award 2014. Cerebrovasc Dis. 2014;38(1):59–72. 10.1159/000365503 2522726010.1159/000365503

[12] WintermarkM, LubyM, BornsteinNM, DemchukA, FiehlerJ, KudoK et al International survey of acute Stroke imaging used to make revascularization treatment decisions. International journal of stroke: official journal of the International Stroke Society. 2015;10(5):759–62. 10.1111/ijs.12491 2583310510.1111/ijs.12491PMC5286907

[13] MooreDF, LiH, JeffriesN, WrightV, CooperRA,Jr., ElkahlounA et al Using peripheral blood mononuclear cells to determine a gene expression profile of acute ischemic stroke: a pilot investigation. Circulation. 2005;111(2):212–21. 10.1161/01.CIR.0000152105.79665.C6 1563002810.1161/01.CIR.0000152105.79665.C6

[14] TangY, XuH, DuX, LitL, WalkerW, LuA et al Gene expression in blood changes rapidly in neutrophils and monocytes after ischemic stroke in humans: a microarray study. Journal of cerebral blood flow and metabolism: official journal of the International Society of Cerebral Blood Flow and Metabolism. 2006;26(8):1089–102. 10.1038/sj.jcbfm.9600264 1639528910.1038/sj.jcbfm.9600264

[15] StamovaB, XuH, JicklingG, BushnellC, TianY, AnderBP et al Gene expression profiling of blood for the prediction of ischemic stroke. Stroke; a journal of cerebral circulation. 2010;41(10):2171–7. 10.1161/STROKEAHA.110.588335 2079837110.1161/STROKEAHA.110.588335PMC2987675

[16] BarrTL, ConleyY, DingJ, DillmanA, WarachS, SingletonA et al Genomic biomarkers and cellular pathways of ischemic stroke by RNA gene expression profiling. Neurology. 2010;75(11):1009–14. 10.1212/WNL.0b013e3181f2b37f 2083796910.1212/WNL.0b013e3181f2b37fPMC2942033

[17] DvorakF, HabererI, SitzerM, FoerchC. Characterisation of the diagnostic window of serum glial fibrillary acidic protein for the differentiation of intracerebral haemorrhage and ischaemic stroke. Cerebrovasc Dis. 2009;27(1):37–41. 10.1159/000172632 1901813610.1159/000172632

[18] HasanN, McColganP, BentleyP, EdwardsRJ, SharmaP. Towards the identification of blood biomarkers for acute stroke in humans: a comprehensive systematic review. British journal of clinical pharmacology. 2012;74(2):230–40. 10.1111/j.1365-2125.2012.04212.x 2232031310.1111/j.1365-2125.2012.04212.xPMC3630743

[19] SharpFR, JicklingGC. Whole genome expression of cellular response to stroke. Stroke; a journal of cerebral circulation. 2013;44(6 Suppl 1):S23–5. 10.1161/STROKEAHA.112.679357 2370971810.1161/STROKEAHA.112.679357PMC3888808

[20] WhiteleyW, ChongWL, SenguptaA, SandercockP. Blood markers for the prognosis of ischemic stroke: a systematic review. Stroke; a journal of cerebral circulation. 2009;40(5):e380–9. 10.1161/STROKEAHA.108.528752 1928660210.1161/STROKEAHA.108.528752

[21] WangQ, TangXN, YenariMA. The inflammatory response in stroke. Journal of neuroimmunology. 2007;184(1–2):53–68. 10.1016/j.jneuroim.2006.11.014 1718875510.1016/j.jneuroim.2006.11.014PMC1868538

[22] Nilupul PereraM, MaHK, ArakawaS, HowellsDW, MarkusR, RoweCC et al Inflammation following stroke. Journal of clinical neuroscience: official journal of the Neurosurgical Society of Australasia. 2006;13(1):1–8. 10.1016/j.jocn.2005.07.005 1641019210.1016/j.jocn.2005.07.005

[23] ClarkW, LutsepH. Potential of anticytokine therapies in central nervous system ischaemia. Expert Opin Biol Ther 2001;1(2):227–37. 10.1517/14712598.1.2.227 1172753210.1517/14712598.1.2.227

[24] ZiWJ, ShuaiJ. Cortisol as a prognostic marker of short-term outcome in chinese patients with acute ischemic stroke. PloS one. 2013;8(9):e72758 10.1371/journal.pone.0072758 2406915710.1371/journal.pone.0072758PMC3771965

[25] BarughAJ, GrayP, ShenkinSD, MacLullichAM, MeadGE. Cortisol levels and the severity and outcomes of acute stroke: a systematic review. Journal of neurology. 2014;261(3):533–45. 10.1007/s00415-013-7231-5 2447748910.1007/s00415-013-7231-5PMC4928702

[26] El KossiM, ZakharyM. Oxidative stress in the context of acute cerebrovascular stroke. Stroke. 2000;31(8):1889–92. 1092695210.1161/01.str.31.8.1889

[27] TurckN, RobinX, WalterN, FoudaC, HainardA, SztajzelR et al Blood Glutathione S-Transferase-pi as a Time Indicator of Stroke Onset. PloS one. 2012;7(9):e43830 2302847210.1371/journal.pone.0043830PMC3444482

[28] AkhtarM, PillaiK, VohoraD. Effect of thioperamide on oxidative stress markers in middle cerebral artery occlusion model of focal cerebral ischemia in rats. Hum Exp Toxicol 2008;27(10):761–7. 10.1177/0960327108094608 1904296210.1177/0960327108094608

[29] HackeW, DonnanG, FieschiC, KasteM, von KummerR, BroderickJ et al Association of outcome with early stroke treatment: pooled analysis of ATLANTIS, ECASS, and NINDS rt-PA stroke trials. The Lancet. 2004;363(9411):768–74. 10.1016/s0140-6736(04)15692-410.1016/S0140-6736(04)15692-415016487

[30] MarlerJ, TilleyB, LuM, BrottT, LydenP, GrottaJ et al Early stroke treatment associated with better outcome: the NINDS rt-PA stroke study. Neurology. 2000;55(11):1649–55. 1111321810.1212/wnl.55.11.1649

[31] WhiteleyW, TsengMC, SandercockP. Blood biomarkers in the diagnosis of ischemic stroke: a systematic review. Stroke; a journal of cerebral circulation. 2008;39(10):2902–9. 10.1161/STROKEAHA.107.511261 1865803910.1161/STROKEAHA.107.511261

[32] EzkurdiaI, JuanD, RodriguezJM, FrankishA, DiekhansM, HarrowJ et al Multiple evidence strands suggest that there may be as few as 19,000 human protein-coding genes. Human molecular genetics. 2014;23(22):5866–78. 10.1093/hmg/ddu309 2493991010.1093/hmg/ddu309PMC4204768

[33] SprattNJ, FernandezJ, ChenM, RewellS, CoxS, van RaayL et al Modification of the method of thread manufacture improves stroke induction rate and reduces mortality after thread-occlusion of the middle cerebral artery in young or aged rats. Journal of neuroscience methods. 2006;155(2):285–90. 10.1016/j.jneumeth.2006.01.020 1651317910.1016/j.jneumeth.2006.01.020

[34] LongaEZ, WeinsteinPR, CarlsonS, CumminsMS. Reversible middle cerebral artery occlusion without craniectomy in rats. Stroke; a journal of cerebral circulation. 1989;20(1):84–91.10.1161/01.str.20.1.842643202

[35] PetulloD, MasonicK, LincolnC, WibberleyL, TeliskaM, YaoD. Model development and behavioral assessment of focal cerebral ischemia in rats. Life Sciences. 1999;64(13):1099–108. 1021027210.1016/s0024-3205(99)00038-7

[36] GentlemanR, VareyV, DudoitS, IrizarryR, HuberW. Bioinformatics and Computational Biology Solutions Using R and Bioconductor. New York: Springer; 2005.

[37] Warnes GR, Bolker B, Lumley T. gplots: Various R programming tools for plotting data. R package version 2.6.0. http://www.inside-r.org/packages/gplots/versions/2-6-0.

[38] DurinckS, SpellmanPT, BirneyE, HuberW. Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nature protocols. 2009;4(8):1184–91. 10.1038/nprot.2009.97 1961788910.1038/nprot.2009.97PMC3159387

[39] LynchJR, BlessingR, WhiteWD, GrocottHP, NewmanMF, LaskowitzDT. Novel diagnostic test for acute stroke. Stroke; a journal of cerebral circulation. 2004;35(1):57–63. 10.1161/01.STR.0000105927.62344.4C 1467125010.1161/01.STR.0000105927.62344.4C

[40] AdamskiMG, LiY, WagnerE, YuH, Seales-BaileyC, SoperSA et al Expression profile based gene clusters for ischemic stroke detection. Genomics. 2014;104(3):163–9. 10.1016/j.ygeno.2014.08.004 2513578810.1016/j.ygeno.2014.08.004PMC4196244

[41] LaskowitzDT, KasnerSE, SaverJ, RemmelKS, JauchEC. Clinical usefulness of a biomarker-based diagnostic test for acute stroke: the Biomarker Rapid Assessment in Ischemic Injury (BRAIN) study. Stroke; a journal of cerebral circulation. 2009;40(1):77–85. 10.1161/STROKEAHA.108.516377 1894861410.1161/STROKEAHA.108.516377

[42] Grond-GinsbachC, HummelM, WiestT, HorstmannS, PflegerK, HergenhahnM et al Gene expression in human peripheral blood mononuclear cells upon acute ischemic stroke. Journal of neurology. 2008;255(5):723–31. 10.1007/s00415-008-0784-z 1846511110.1007/s00415-008-0784-z

[43] OhSH, KimOJ, ShinDA, SongJ, YooH, KimYK et al Alteration of immunologic responses on peripheral blood in the acute phase of ischemic stroke: blood genomic profiling study. Journal of neuroimmunology. 2012;249(1–2):60–5. 10.1016/j.jneuroim.2012.04.005 2259194610.1016/j.jneuroim.2012.04.005

[44] BarrTL, VanGilderR, RellickS, BrooksSD, DollDN, Lucke-WoldAN et al A genomic profile of the immune response to stroke with implications for stroke recovery. Biological research for nursing. 2015;17(3):248–56. 10.1177/1099800414546492 2512489010.1177/1099800414546492

[45] LamersKJB, VosP, VerbeekMM, RosmalenF, van GeelWJA, van EngelenBGM. Protein S-100B, neuron-specific enolase (NSE), myelin basic protein (MBP) and glial fibrillary acidic protein (GFAP) in cerebrospinal fluid (CSF) and blood of neurological patients. Brain Research Bulletin. 2003;61(3):261–4. 10.1016/s0361-9230(03)00089-3 1290929610.1016/s0361-9230(03)00089-3

[46] TangY, LuA, AronowBJ, SharpFR. Blood genomic responses differ after stroke, seizures, hypoglycemia, and hypoxia: Blood genomic fingerprints of disease. Annals of neurology. 2001;50(6):699–707. 10.1002/ana.10042 1176146710.1002/ana.10042

[47] DenesA, PinteauxE, RothwellNJ, AllanSM. Interleukin-1 and stroke: biomarker, harbinger of damage, and therapeutic target. Cerebrovasc Dis. 2011;32(6):517–27. 10.1159/000332205 2210440810.1159/000332205

[48] BanwellV, SenaES, MacleodMR. Systematic review and stratified meta-analysis of the efficacy of interleukin-1 receptor antagonist in animal models of stroke. Journal of stroke and cerebrovascular diseases: the official journal of National Stroke Association. 2009;18(4):269–76. 10.1016/j.jstrokecerebrovasdis.2008.11.009 1956068010.1016/j.jstrokecerebrovasdis.2008.11.009

[49] TodaN, AyajikiK, OkamuraT. Cerebral blood flow regulation by nitric oxide: recent advances. Pharmacological reviews. 2009;61(1):62–97. 10.1124/pr.108.000547 1929314610.1124/pr.108.000547

[50] ChengMY, LeeAG, CulbertsonC, SunG, TalatiRK, ManleyNC et al Prokineticin 2 is an endangering mediator of cerebral ischemic injury. Proceedings of the National Academy of Sciences of the United States of America. 2012;109(14):5475–80. 10.1073/pnas.1113363109 2243161410.1073/pnas.1113363109PMC3325724

[51] DagonnierM, CookeIR, FaouP, SidonTK, DeweyHM, DonnanGA et al Discovery and Longitudinal Evaluation of Candidate Biomarkers for Ischaemic Stroke by Mass Spectrometry-Based Proteomics. Biomarker insights. 2017;12:1177271917749216. 10.1177/1177271917749216 2930800910.1177/1177271917749216PMC5751906

How the deposited data were processed for this re-analysis (not part of the article)

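Blood mRNA was measured in 8 SHR rats at 6 time points, 0, 1, 2, 3, 6 and 24 h post MCA occlusion, on 47 Affymetrix RaGene arrays, with 8 arrays at each time point except 6 h, which had 7. The authors made 1 table of 27596 probe sets from these arrays. Its signal is the log2 RMA value per probe set, averaged by the authors over the arrays of a time point, and its SDs are on the same log2 scale. The gene symbols and positions are those of the table's own annotation on rn5, which gives a symbol for 21406 probe sets and none for 6190. The table also holds the authors' comparisons of each later time point with 0 h, as signed fold changes with an unadjusted p-value and an FDR, and 2 F-tests over the time points, named overall and time, each with a p-value and FDR. The 2 F-tests have the same p and the same FDR in all 27596 probe sets, so the F-test here is either of them. The table does not name the program or the test behind the authors' p-values.

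The columns were checked before use. The deposited fold changes were within 7.49e-04% of those computed from the deposited means. The deposited FDRs were within 0.00315 on the log10 scale of the Benjamini-Hochberg values of the deposited p-values. The spread that the deposited p-values imply differs between comparisons for the same probe set, so the test that gave them was not recovered. Besides these columns the table has 47 columns of single arrays, whose names could not be matched to a rat and a time point and which were not used in any step. The linear model planned for the 47 arrays was therefore not fitted from this table, nor was any step run that needs the arrays of a rat.

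The change of a probe set is the authors' mean at a time point minus the authors' mean at 0 h, on the log2 scale. Calls of change rest on the authors' F-test p, at the paper's thresholds of 5e-07 and 0.05, and on the authors' FDR against 0 h at 0.05. Differences were set beside the deposited SDs, and no SD was computed from the means. The precision of a mean is limited by the 7 or 8 arrays behind it, and the signal over background of single arrays was not assessed. The time at which a change was largest, the share of it left at 24 h and the steps between time points were computed from the means for the 1932 probe sets of S1 Table. Clusters A to G were taken from the sheets of S2 Table that could be matched to the panels of Fig 3. The genes of Tables 1, 3, 4 and 5 were matched by the probe set IDs printed there. Counts of the genes of Tables 3, 4 and 5 whose early change exceeded the 24 h change in size were set beside 10000 draws of simulated unchanged genes with the deposited SDs and array numbers. These draws take arrays and genes as independent, although each rat was sampled at every time point but for 1 array missing at 6 h, and genes can vary together. The simulated ranges are therefore approximate. The counts over S1 Table have no such value, since its probe sets were chosen for their change in these arrays.

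As alternatives, the 25% of probe sets with the lowest mean were left out and the FDR computed again, the F-test was judged by a Bonferroni-adjusted p of 0.05, and cluster means were replaced by medians. Further alternatives, added after the table had been examined, were an ordinary and a moderated test from the deposited means, SDs and array numbers. The moderated test follows limma's eBayes, and was also run after each time point's means were centred on their median, with an intensity trend and robust prior, and, for the F-test, without the 24 h samples. Neighbouring time points from 1 h on, which the table does not compare, were compared by the moderated test. Changes of single genes, clusters and lists were also computed after centring, and after quantile normalization of the 6 columns of means. Profile shapes were also counted over the probe sets whose deposited F-test p was below 5e-07 in place of S1 Table. These tests take the deposited values as plain means and SDs of independent arrays. The moderated test was tested on simulated independent arrays for 27596 probe sets, 200 of them changed at 2 h, each by 1 on the log2 scale. In the comparison of 2 h with 0 h at an FDR below 0.05 it called 199 of the 200, and 4.33% of its calls were false. Smaller changes and repeated samples of a rat were not simulated, so these shares do not apply to them.

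Lists of genes for B cells, T cells, NK cells, neutrophils, monocytes, platelets, erythroid cells, the interferon response, the glucocorticoid response and the circadian clock were written before their values were seen. The median change of each list was ranked against 10000 random lists of as many genes, drawn from 20935 genes within 20 bins of mean expression. The genes named in the text were fixed by a rule: those named in Tables 1, 3, 4 and 5 or in the results and discussion, and at each time point the 2 probe sets with the largest rise and the 2 with the largest fall among those past the FDR. The rule also asked for the same direction in every rat, which was not applied, since single rats were not analysed here. The result of 1 gene is not reported by name here. The genes compared in Figs 5 to 7 were not tested as lists. The randomization of the samples over workup batches was not used here. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.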

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

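The tests of whole-signal shifts and of probe sets without a gene symbol in this part were chosen after the results were seen, and so were the tests of cluster F. The arrays had been quantile normalized, and the medians of the means differed from that at 0 h by at most 0.05. Centring therefore tests only a shift left after normalization, and cannot show a change of all mRNA that normalization removed. The paper's text names none of the 3 items below, but describes the fall of cluster F, to which the third belongs, as progressive.

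Probe set 10940615, for which the table gives no gene symbol and no position, ranks second in S1 Table and second by the F-test p of the authors' deposited table (3.01e-21), and Table 1 does not list it. Its change from 0 h was 0.60 at 1 h, 1.13 at 2 h, 1.11 at 3 h, 1.49 at 6 h and 0.45 at 24 h, with deposited SDs between 0.06 and 0.21. A whole-signal shift left after normalization at 6 h was too small to explain this rise, since the change after centring was still 1.46. A rise shared by all probe sets without a symbol is argued against as well, since their median change at 6 h was 0.0628 and the upper end of the central 95% of their changes was 0.50. Which transcript it measures stays open, as does binding of other transcripts to its probes, which was not tested. A biological rise with time after stroke may explain it, as a hypothesis, and a rise from surgery or anesthesia is as open without a sham group.

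Probe set 10837621 had the largest rise of all probe sets at 6 h, 3.87, and at 24 h, 2.08. Its changes at 1, 2 and 3 h were 1.15, 1.55 and 2.38, and its deposited SD was 0.63 at 0 h, 0.47 at 1 h, 0.31 at 2 h, 0.32 at 3 h, 0.13 at 6 h and 0.65 at 24 h. It is in S1 Table and in cluster B and carries no gene symbol; the table places it on the plus strand of chromosome 3 of rn5, from 84642926 to 84689096. After centring, the change at 6 h was 3.84, so a whole-signal shift left after normalization was too small to explain it. The median change of 0.0628 over the probe sets without a symbol argues against a rise shared by them. What it measures stays open. The site of collection could have affected only its 24 h value, since the blood at 6 h still came from the tail vein.

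Mx2 (probe set 10750524, chromosome 11 of rn5, plus strand, from 41546014 to 41608331) had the largest fall at 24 h, -2.21, of all probe sets past an FDR of 0.05 in the authors' deposited table, after -0.81, -1.14, -1.33 and -2.19 at 1, 2, 3 and 6 h. Its deposited SDs were between 0.14 and 0.29, the last at 24 h. It belongs to the 6 genes of cluster F with Mx1, Rtp4, Irgm, Ifi44 and Rnf213, all of them on the list of interferon response genes. The site of collection as the whole cause is argued against, since the cluster's median change was already -1.04 at 6 h. A whole-signal shift left after normalization at 24 h was too small to explain the fall, since the cluster kept a median of -1.40 after centring. A fall of all interferon response genes together through the time course is argued against by the 5 listed genes outside the cluster, whose median change was 0.71 at 2 h. At 24 h the median of those 5 was -0.26, and all 11 listed genes that were found were lower than at 0 h. Outside the cluster, Isg15 (-0.60) and Ifih1 (-0.47) fell by more than their highest deposited SD, while Oas1a, Irf7 and Ifit3 did not. A fall of the whole list at 24 h itself is therefore not argued against. A lower interferon response in the blood by 24 h is a candidate explanation for these 6 genes, found and examined on the same data. A change in the share of the cells that express them stays open, as do the effects of surgery and of anesthesia.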

How the results depend on the processing

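Tests computed from the deposited means and SDs, centring, quantile normalization of the means and the use of the deposited F-test list in place of S1 Table were chosen after the table had been seen. The choices set before the data were examined were leaving out the lowest 25% of probe sets by mean, a Bonferroni-adjusted p and medians over clusters.

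Over 202 results, 514 alternative values were computed. Of these, 479 kept their direction and stayed within their spread or within 1.5 times the count, 33 moved further and 2 changed sign. Leaving out the lowest 25% gave 41 of the 49 values under the choices set beforehand. It leaves the change and the unadjusted p of each remaining probe set as they are and takes few probe sets from the lists, so for most of these counts it is no test of how stable they are. The 9 changes of Mrgprx3, Prok2 and Bank1 and the extreme mean changes of clusters A to G stayed within their spread under each alternative run for them. So did all but 2 of the 137 changes of other single genes. The alternatives for these single genes were centring and quantile normalization of the means. Centring shifts a change by at most 0.05, so a change of a single gene could hardly leave its spread. The arrays were already quantile normalized, which leaves the other alternative little room as well. These values make up much of the tally and are therefore little evidence of stability.

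The number of probe sets with an F-test p below 5e-07 was 1860 without the lowest 25% and 2205 by Bonferroni, against 1882. It was 3424 by the ordinary test, 3717 by the moderated test, 3872 by the moderated test on centred means, 3693 with a trend and robust prior and 3300 without the 24 h samples. The number with an F-test FDR below 0.05, 10034, became 15178 by the ordinary test, 15302 by the moderated test and 15336 with a trend and robust prior. Higher probe sets at 1 h became 6063 by the ordinary and 5997 by the moderated test, at 24 h 4857 and 4794, and at 2 h 6102 by the ordinary test. With a trend and robust prior, higher probe sets became 6027 at 1 h and 4782 at 24 h, and lower ones 3798 at 24 h. Lower probe sets at 24 h became 3826 by the moderated test and 4627 after centring, and at 1 h 5189 after centring. In Table 3, 10 genes were lower at 24 h at that FDR by the moderated test with or without centring or a trend, against 5. The genes past the F-test threshold became 5 and 6 in Table 4, against 3, and 11 and 13 in Table 5, against 7, by the ordinary and the moderated test, the latter with or without a trend. Higher genes of Table 5 at 24 h became 3 after centring, against 5. At an FDR below 0.05 none of them was higher in the authors' deposited table, and 2 were at an unadjusted p below 0.05. Without the lowest 25% of probe sets 1 was higher (Fam111a), where fewer probe sets were tested, and 2 by the moderated test with or without centring or a trend (Fam111a and Cela1). The change of Myadm at 24 h became -0.0226 after centring, and that of Plbd1 at 24 h became 0.0225 after quantile normalization, both within their SDs. Apart from the smaller number of probe sets tested, the cause of these differences was not tested. The moderated and ordinary tests take the deposited SDs at face value.

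The share of probe sets of S1 Table whose 24 h change was under 0.5 of the largest ran from 62.7% to 67.9%. The number of genes of Table 3 with the greater early change ran from 46 to 48.

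No paired analysis was possible because the columns of single arrays carry no name that matches a rat and a time point. For the same reason the fits with rat as a fixed or random term, the normalizations between arrays, the array weights, the fits with each rat left out, the medians over rats, the consistency between rats and the search for outlying samples were not run. The count of other groupings of the arrays was not run either. The eBayes trend with a robust prior, the F-test without the 24 h samples and the tests between neighbouring time points were planned for single arrays, and were run from the deposited means and SDs instead. A log2(value + 1) scale was not needed, since the values are log2. How far weak signal over background limits the values was not assessed on single arrays. Leaving out dim probe sets removed 26 of the 1932 probe sets of S1 Table, and no gene of Table 1.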

Differences from the paper's values

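The ordinary and moderated tests in this part were chosen after the values were seen.

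The p-values of the F-test in Table 1 differ from those of the authors' deposited table. The paper's value for Mrgprx3 is 1.83E-24 and the deposited one 2.91e-21. For Nos2 the paper's value is 6.23E-22 and the deposited one 2.72e-20, and for Bank1 they are 1.5E-21 (the paper's) and 5.97e-19. For Il1r2 they are 1.28E-20 (the paper's) and 1.49e-19, and for Prok2 7.38E-20 (the paper's) and 9.7e-18. Leaving out the lowest 25% of probe sets by mean, the alternative set before the data were examined that applies to them, leaves these p-values as they are, so all 5 differ under it too. Over the 20 genes of Table 1, no deposited p was within 1.5 times the paper's, and the deposited p was above the paper's in 19. The ratio of the deposited to the paper's p ran from 0.104 to 1590.2. The moderated test from the deposited means and SDs gave a p below the paper's for all 20 genes, and within 1.5 times of it for none.

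The paper's text counts 1 more gene of Table 4 below its threshold than the p-values printed in Table 4 show, which are below it in Sort1, Mt1a and Plcg1. These 3 are also the genes below it in the authors' deposited table. Lyve1, the next gene of Table 4, is below it by the ordinary and by the moderated test, which were chosen after the values were seen; these tests call 5 and 6 genes of Table 4 and drop none of the 3.

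In the heat map of Fig 6B, Cebpb, Cd63, Anxa1, Lgals3 and LOC24906 are drawn high at 0 h and low afterwards. From the authors' means, Cd63 changed by 1.08 at 1 h, 1.72 at 2 h and 1.92 at 6 h, Anxa1 by 1.63 at 6 h, Lgals3 by 0.98 at 2 h and 1.21 at 6 h, and LOC24906 by 1.89 at 2 h. These are rises above each gene's highest deposited SD, between 0.38 and 0.43, and they keep that sign at 24 h. Cebpb changed by 0.33 at 6 h and -0.09 at 24 h, and its changes at 1, 2, 3 and 24 h were within its highest deposited SD of 0.24. These 5 genes were chosen because their names could be read in the figure.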

Other observations

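The tests of this part on cell shares, centring and glucocorticoid response genes were chosen after the medians of the lists had been seen. The test of cell shares took the place of an earlier one on the inequality of the changes, which was dropped because other causes also give unequal changes. That more than 1 gene must oppose the median was set with the values of these genes in view. The question of the site of collection was set beforehand.

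The lists of genes for cell types and responses were not used in the paper. Of 14 B cell genes, all were lower at 2 h, with a median change of -2.04, below all 10000 random lists, and the median at 24 h was -0.63. Of these 14, 6 are in Table 1, and the other 8 had a median of -1.59 at 2 h. The 15 T cell genes had medians of -1.01 at 2 h and -0.75 at 24 h, and the 7 NK cell genes -0.58 and -0.86, each below at least 99% of the random lists. The 14 neutrophil genes, 2 of them in Table 1, had medians of 1.49 at 2 h and 0.74 at 24 h, above all random lists. The 10 monocyte genes had medians of -0.63 and -0.53 at these time points, also below at least 99% of the random lists. Of 11 platelet genes 9 were found, with medians of 0.26 at 2 h and 0.36 at 24 h, at the percentiles 98.1 and 99.8. The 11 erythroid genes had medians of 0.03 and 0.17, at the percentiles 58.8 and 93.2. Of 12 interferon response genes 11 were found, 6 of them in cluster F, with medians of -0.08 at 2 h and -0.84 at 24 h, at the percentiles 31.2 and 0. Cluster F was grouped by its fall in these same arrays, so its 6 genes partly fix these percentiles in advance. The 5 genes outside it had medians of 0.71 at 2 h and -0.26 at 24 h, at the percentiles 99.6 and 1.99. The 8 glucocorticoid response genes had medians of 0.75 at 2 h and -0.04 at 24 h, at the percentiles 99.99 and 49.0. Of 12 circadian clock genes 11 were found, 1 of them (Usp2) in Table 1, with medians of -0.05 and -0.02, at the percentiles 15.5 and 22.5. These medians hide changes in both directions. At 2 h, 3 clock genes were higher and 8 lower, from -0.50 (Arntl) to 1.24 (Usp2), both beyond their highest deposited SD. At 6 h the clock median was -0.16, at the percentile 5.25, and the changes ran from -0.60 to 1.46. The 24 h blood was drawn near the time of day of the 0 h blood, so it cannot show an effect of time of day. Up to 6 h, time of day and time after occlusion changed together and cannot be told apart here. Centring the means moves each median by at most 0.05, so medians of this size or less have no settled direction. The genes of a list are not independent of each other.

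The fall of the B cell genes is not explained by a whole-signal shift left after normalization, since their median at 2 h was -2.06 after centring. The arrays were quantile normalized, so centring cannot show a change of all mRNA that this step removed. A lower share of B cells in the blood may explain it. Of the 14 genes, 0 changed against the list's median, and all fell by more than their highest deposited SD, by amounts from -2.56 to -0.18. Unequal falls can come from expression in other cells, from background signal or from changed expression in B cells. A changed share and changed expression per cell therefore cannot be told apart here.

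A changed share of the cells was examined in the same way for the neutrophil and monocyte genes above the median signal at 0 h. Of 12 neutrophil genes at 24 h, 9 rose by more than their highest deposited SD and 1, Ngp, fell by more than it (-0.90), past an FDR of 0.05 in the authors' deposited table. A single gene does not decide, so a changed share of neutrophils as the whole cause and changed expression cannot be told apart here. Of 9 monocyte genes at 2 h, 6 fell by more than their highest deposited SD, while 2, Cd14 (1.38) and Ccr2 (0.40), rose by more than it, both past that FDR in the authors' deposited table. A share that changes alike for all monocytes moves their genes in 1 direction, so these opposite changes argue against that as the whole cause. Changed shares among kinds of monocytes could move their genes in opposite directions, and this was not tested. A changed share of monocytes may still account for part of the changes. Changed expression, or changed shares of other cells that express these genes, may account for the rest. No cell counts were analysed here.

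At 24 h, 5141 probe sets were past an FDR of 0.05 against 0 h in the authors' deposited table. The blood at 24 h came from the heart after an anesthetic overdose, and that at 0 h from the tail vein before anesthesia. The effects of time, of the site of collection and of the overdose on this number cannot be told apart. The rise of the glucocorticoid response genes at 2 h, with a median of 0.75, could come from stroke or from a stress hormone response to surgery or anesthesia. Without a sham group in these arrays these cannot be told apart.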
